# Deep Transcriptomic Analysis Reveals the Dynamic Developmental Progression during Early Development of Channel Catfish (*Ictalurus punctatus*)

**DOI:** 10.3390/ijms21155535

**Published:** 2020-08-02

**Authors:** Xiaoli Ma, Baofeng Su, Yuan Tian, Nathan J. C. Backenstose, Zhi Ye, Anthony G. Moss, Thuy-Yen Duong, Xu Wang, Rex A. Dunham

**Keywords:** early development, channel catfish, RNA sequencing, WGCNA

## Abstract

The transition from fertilized egg to larva in fish is accompanied with various biological processes. We selected seven early developmental stages in channel catfish, *Ictalurus punctatus*, for transcriptome analysis, and covered 22,635 genes with 590 million high-quality RNA-sequencing (seq) reads. Differential expression analysis between neighboring developmental timepoints revealed significantly enriched biological categories associated with growth, development and morphogenesis, which was most evident at 2 vs. 5 days post fertilization (dpf) and 5 vs. 6 dpf. A gene co-expression network was constructed using the Weighted Gene Co-expression Network Analysis (WGCNA) approach and four critical modules were identified. Among candidate hub genes, *GDF10*, *FOXA2*, *HCEA* and *SYCE3* were involved in head formation, egg development and the transverse central element of synaptonemal complexes. *CK1*, *OAZ2*, *DARS1* and *UBE2V2* were mainly associated with regulation of cell cycle, growth, brain development, differentiation and proliferation of enterocytes. *IFI44L* and *ZIP10* were critical for the regulation of immune activity and ion transport. Additionally, *TCK1* and *TGFB1* were related to phosphate transport and regulating cell proliferation. All these genes play vital roles in embryogenesis and regulation of early development. These results serve as a rich dataset for functional genomic studies. Our work reveals new insights of the underlying mechanisms in channel catfish early development.

## 1. Introduction

Catfish (order Siluriformes) is one of the most taxonomically diverse orders, which includes over 12% of all teleost species (about 33,000 teleost species) and 6.2% of all vertebrates (64,000 vertebrates) [1]. Channel catfish (*Ictalurus punctatus*) and its hybrid from mating with blue catfish (*I. furcatus*) males, are the most extensively cultured type of fish in the USA, accounting for a farmgate revenue of $185 million in 2015 [2].

There are many studies concerning the study of channel catfish at the level of transcriptome, such as the liver transcriptome analysis to determine the immune-response modulation in channel catfish [3], the testicular differentiation of channel catfish revealed by transcriptome analysis [4], as well as the genes associated with chamber formation of catfish swim bladder [5]. The study of embryogenesis is critical for a comprehensive understanding of the gene expression patterns and underlying biological changes during early embryonic developmental stages of an organism. There are many studies focused on the morphology of channel catfish during early development [6,7,8,9]. Also, there are many studies concerning the early embryonic development in model species using RNA-sequencing (seq), such as mouse (*Mus musculus*), fruit fly (*Drosophila melanogaster*) and zebrafish (*Danio rerio*) [10,11,12,13]. However, the early development in channel catfish has not been studied at the transcriptome level. This represents a critical knowledge gap that stands in the way of improved understanding of differentiation and growth of the channel catfish. Considering the importance of farmed channel catfish to the economy of the southern U.S., there is a pressing need to reveal the developmental processes in as much detail as possible. Channel catfish are one of the most studied catfish, with the first genome assembly released in 2016 [14]. The established genome provides an excellent resource for functional genomic studies and biological research, thereby making the channel catfish an appropriate target for functional studies.

Unlike the genome, the transcriptome is dynamic and should be a good reflection of the cellular function at a specific developmental stage [15]. Accordingly, RNA-Seq analysis should provide gene expression profiles of developing embryos at different stages, as well as the transcriptional structures of genes, which are of great value to the annotation of functional elements in the genome [16]. Weighted gene co-expression network analysis (WGCNA) is a widely used method to correlate modules and concatenate external traits. It can also explore relative timing of genes clustered into the same module, because genes clustered into a module are thought to be highly connective, with potentially have broadly similar functions that contributed to a common goal [17]. WGCNA analysis can further identify hub genes, which are critical for a specific trait or biological process [17]. WGCNA is a powerful method for transcriptome analysis and has been widely applied in studying many different biological contexts, including carcinogenesis, brain imaging and early development in various species [18,19,20].

In this study, we used deep RNA-sequencing to investigate the gene expression profiles of channel catfish during early development stages. Seven early developmental stages, including 2, 5, 6, 7, 8, 9 and 10 days post fertilization (dpf), were selected for transcriptome sequencing and analysis. From the early embryo stage (2 dpf), which sets upon a large yolk, to the adult-like stage (10 dpf), the critical period of channel catfish development and organogenesis was covered. The transcriptome dynamics across early development were provided, which will serve as a blueprint for future investigation of early development and organogenesis. We have identified differentially expressed genes (DEGs) between neighboring developmental stages. The DEGs were used to conduct Gene Ontology (GO) enrichment analysis to reveal the biological functions and determine the co-expressed modules in WGCNA analysis. Eight candidate hub genes, that define eight stage-specific modules, were identified using Cytoscape. The hub genes are expected to be heavily involved in early development in channel catfish.

## 2. Results

### 2.1. Morphology of the Channel Catfish Embryos/Larvae during Early Development

At 2 dpf, the embryos, developing within the chorion, were approximately 4 mm in length and oval with no eyes (Figure 1). At 5 dpf, the average length was 9 mm, and tail buds were free from the yolk sac. The larval head was close to the yolk sac, eyes were observed, larvae laid on their side in the water and activity of the tail allowed the fish to move slowly. At 6 dpf, the yolk sac was partially absorbed, and the embryo looked more like a larva. The larvae were able to swing their tails slowly, propelling them to the surface of the water. Their average length was 9 mm at this stage. By7 dpf, body length had increased to 11 mm. The dorsal fin had started to develop, and bone could be observed clearly through the translucent body. From days 8 to 10, and especially at 10 dpf, the yolk sac was almost entirely absorbed. Total length was approximately 12–14 mm. The external features, including head, fins, musculature, mouth and barbels, progressively developed toward an adult-like appearance between 8, 9 and 10 dpf.

### 2.2. Global Analysis of Channel Catfish Early Development Transcriptome

Transcriptome sequencing resulted in a total of 1259 million raw reads for all samples. 

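RNA was sequenced from whole channel catfish embryos or larvae collected on 7 days of development, 2, 5, 6, 7, 8, 9 and 10 dpf, with 2 replicate pools of fish per stage and 14 libraries in all. Ribosomal RNA was depleted before library construction, so the counts are not limited to polyadenylated transcripts. The authors deposited the number of reads that HTSeq-count assigned to the exons of each gene after mapping with STAR, as raw counts without normalization. The table held 23235 lines, and lines that shared a gene identifier were summed, which left 23231 genes, of which 195 had no count in any library. A total of 21834 genes were matched to a symbol of the RefSeq annotation of the Coco_2.0 assembly, which was used for names and gene spans only. Total counts were 10708575 and 10906305 in replicates 1 and 2 at 2 dpf, 4349807 and 5885954 at 5 dpf, 9677682 and 9899297 at 6 dpf, 6110966 and 6751106 at 7 dpf, 16097718 and 8562516 at 8 dpf, 6755272 and 5353331 at 9 dpf and 10413034 and 7944619 at 10 dpf. A gene with 3 counts corresponded to 0.690 counts scaled to the library total (CPM) in the smallest library and 0.186 CPM in the largest. Replicates were compared on log2 CPM over 20329 genes that passed the low-count filter. Their correlation across genes, which are not independent replicates, was 0.983 to 0.989 at 2, 5, 6, 7 and 8 dpf, 0.962 at 9 dpf and 0.931 at 10 dpf. The number of genes whose replicates were at least 2-fold apart was 282 at 6 dpf and 2794 at 10 dpf.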

After removing low-quality reads with a quality score <25 and reads shorter than 36 bases, more than 591 million high-quality reads were retained for further analysis. Reads from each sample were aligned to the channel catfish reference genome (Supplementary Table S1 and Figure S1). The average number of raw, filtered reads, GC content, number of mapped reads and mapping rate for samples are shown in Supplementary Table S1. 

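The paper's reported mapping rates in Supplementary Table S1 were 86.16% and 91.12% for replicates 1 and 2 at 2 dpf, 75.21% and 73.87% at 5 dpf, 92.08% and 95.06% at 6 dpf, 74.55% and 76.51% at 7 dpf, 91.91% and 94.44% at 8 dpf, 72.26% and 74.17% at 9 dpf and 92.5% and 93.95% at 10 dpf. The 6 libraries of 5, 7 and 9 dpf therefore lay between 72.26% and 76.51% and the 8 libraries of 2, 6, 8 and 10 dpf between 86.16% and 95.06%, without overlap. For every 100 read pairs that the paper reports as mapped, 33.3 and 35.8 were counted on genes in the replicates of 5 dpf, 36.3 and 34.6 at 7 dpf and 40.9 and 36.7 at 9 dpf, against 48.8 to 61.0 in the libraries of 2, 6, 8 and 10 dpf. With the totals behind Supplementary Table S2, the numbers were 52.2 to 57.5 in the 6 libraries of 5, 7 and 9 dpf, 36.6 in replicate 1 of 8 dpf and 48.8 to 61.0 in the other 7 libraries, so the low numbers follow the set of reads and not the mapping rate. The mapping rates of the libraries of 5, 7 and 9 dpf may therefore describe reads other than the deposited. Each of the 6 neighboring comparisons of stages crosses the division in mapping rate.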

From each stage, a total number of 72.26% to 95.06% reads were successfully mapped. Paired-end sequences (2 × 150 bp) were generated with an average trimmed read length ranging from 36 to 135 bp. Gene read counts were normalized using the FPKM (fragments per kilobase of exon model per million reads mapped) method. 

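The deposited values are counts, and exon lengths were derived for a small part of the genes, so values are given as CPM. Supplementary Table S2 lists FPKM values, and 1914 of its genes were compared with the deposited counts after the gene lengths and library totals that turn its values into whole reads had been derived. In both libraries of 2, 6 and 10 dpf and in replicate 2 at 8 dpf, the FPKM values corresponded to the deposited counts, with a length in common for 100% of the genes compared. In both libraries of 5, 7 and 9 dpf and in replicate 1 at 8 dpf, a length in common was found for 0.642% to 1.55% of the genes. The deposited total was 151% of the total behind the FPKM values in replicate 1 at 8 dpf and 58.0% to 78.5% of it in the other 6.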

Genes with a FPKM value smaller than 0.1 were removed. 

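With a gene counted as expressed at a stage when both replicates had at least 3 counts, 21666 genes were expressed at any stage. This number was 22530 with a minimum of 1 count, 20217 with a minimum of 10 counts and 21169 with a minimum of 0.5 CPM. A threshold on FPKM could not be applied to every gene, and 1914 genes of Supplementary Table S2 were compared. Of these, 1905 passed the paper's 0.1 FPKM in both replicates of a stage with the FPKM values of Supplementary Table S2. With FPKM from the deposited counts, 1904 did.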

In total, the expression of 22,635 distinct genes was identified. 

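By the same minimum of 3 counts in both replicates, 19357 genes were expressed at 2 dpf, 19538 at 5 dpf, 20609 at 6 dpf, 20294 at 7 dpf, 20931 at 8 dpf, 20419 at 9 dpf and 20934 at 10 dpf. No test was made, because each number comes from a single pair of libraries. With every library drawn down to 4349807 counts, the total of the smallest library, 17645 genes were expressed at 2 dpf, 19329 at 5 dpf, 19516 at 6 dpf, 19729 at 7 dpf, 19767 at 8 dpf, 19994 at 9 dpf and 20007 at 10 dpf. The stage with the fewest genes was 2 dpf both with the full libraries and at equal depth.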

The highest number of expressed genes (22,266) occurred on day 9 post fertilization, while the 2 dpf sample contained the lowest number of expressed genes (20,670) (Figure 2A). A total of 19,415 genes were expressed at all developmental stages (Supplementary Table S2).

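In the deposited counts, 18198 genes reached 3 counts in all 14 libraries. With every library drawn down to the same total, 16759 genes did. The minimum moved this number most, from 19712 genes with at least 1 count in every library to 15775 with at least 10 counts.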

### 2.3. Identification of DEGs during Early Development of Channel Catfish

To investigate genes related to the early development of channel catfish, differential gene expression analysis was conducted among the seven developmental stages in channel catfish using the software package DESeq2. 

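For the differential expression values given here, the raw counts were tested with edgeR's quasi-likelihood test after TMM normalization. All 14 libraries entered a single model with a mean for each of the 7 stages, because 2 libraries per stage give little information on the spread of a gene. Genes with low counts were removed by edgeR's filter with the stages as groups, which left 20329 genes. A gene was called a DEG with an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p under 0.05, the thresholds stated in the methods of the paper. On simulated counts in which 200 genes were changed by a log2 fold change of 2, the test called 99.5% of the changed genes with 6 false calls among 19976 genes tested. The replicate pools of a stage came from fish divided at random, and pools with the same number at different stages were different fish.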

DEGs were identified by comparing two neighboring developmental stages. 

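Between 5 and 2 dpf, 6757 DEGs were found, of which 4340 were upregulated and 2417 were downregulated at 5 dpf. When each of the 4 libraries was left out in turn, 6407 to 6482 of these genes kept a log2 fold change of at least 1 in the same direction. The alternative that moved this number most was a test against a log2 fold change of 1 in place of a threshold on the estimate, which gave 3858 DEGs. Between 10 and 9 dpf, 262 DEGs were found, of which 67 were upregulated and 195 were downregulated at 10 dpf. With the replicate number as a block, 179 DEGs were found, and with the replicate numbers crossed between the stages 270. The correlation of the deviations of same-numbered libraries from their stage means was -0.585 across genes. With DESeq2 on the 4 libraries of 9 and 10 dpf, 12 genes passed, and with edgeR on the same 4 libraries 0, where 636 genes had an unadjusted p under 0.05 and the same fold change. The test against a log2 fold change of 1 gave 0 DEGs. When each library was left out in turn, 170 to 254 of the 262 genes kept their fold change, with the lowest number without replicate 2 of 10 dpf.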

The number of DEGs varied from 690 (355 upregulated and 335 downregulated) between 10 and 9 dpf, to 6,700 (4298 upregulated and 2402 downregulated) between 5 and 2 dpf (Supplementary Table S3). 

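The numbers of DEGs in the other neighboring comparisons were 2012 between 6 and 5 dpf, 531 between 7 and 6 dpf, 455 between 8 and 7 dpf and 150 between 9 and 8 dpf. Upregulated genes made up 74.2% of the DEGs between 6 and 5 dpf, 46.5% between 7 and 6 dpf, 51.2% between 8 and 7 dpf, 79.3% between 9 and 8 dpf and 25.6% between 10 and 9 dpf. These shares were also taken over the alternatives set beforehand, without the test against a log2 fold change of 1. They were 69.4% to 75.1% between 6 and 5 dpf and 45.2% to 60% between 7 and 6 dpf. They were 49.2% to 57.8% between 8 and 7 dpf and 70.2% to 83.2% between 9 and 8 dpf. Between 10 and 9 dpf they were 15.6% to 49.5%. The test against a log2 fold change of 1 gave 166 DEGs between 6 and 5 dpf, 77.7% of them upregulated. It left at most 6 DEGs in each of the last 4 comparisons. Between 7 and 6 dpf, most DEGs were upregulated with DESeq2 on all 14 libraries (56.0%), RLE normalization (53.3%) and no low-count filter (55.0%), so which direction prevailed depended on the method. Between 9 and 8 dpf, the replicate number as a block gave 107 DEGs and the crossed numbers 186, with a correlation of same-numbered libraries of -0.265. Stages on the same side of the division in mapping rate were compared as well. Between 6 and 2 dpf there were 6741 DEGs, between 7 and 5 dpf 910, between 8 and 6 dpf 595, between 9 and 7 dpf 336 and between 10 and 8 dpf 1163. With the main test, the numbers between 6 and 2, 7 and 5 and 9 and 7 dpf were each below one of the 2 neighboring comparisons spanned and none of the 5 was below both. With a minimum of 10 counts in every library, 246 DEGs were found between 8 and 6 dpf, below both the 372 between 7 and 6 dpf and the 331 between 8 and 7 dpf. Between 10 and 8 dpf, the replicate number as a block gave 685 DEGs, with a correlation of same-numbered libraries of 0.268.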

Overall, the number of DEGs decreased over time during development, except for a slight increase at 10 dpf compared to 9 dpf (Figure 2b). 

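Over the 6 neighboring comparisons, 7894 genes were called as DEGs at least once, and 7632 of them (96.7%) were DEGs between 5 and 2 dpf or between 6 and 5 dpf. With DESeq2 on all 14 libraries this share was 96.0%. A threshold on the unadjusted p gave the lowest share among the alternatives set beforehand, 90.3% of 9042 genes.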

When all of the DEGs at various stages were combined, the majority (91.33%) of the DEGs were detected between the first two pair comparisons (5 vs. 2 dpf and 6 vs. 5 dpf). 7767 of all 8504 DEGs are exclusively present in these two early-stage comparisons, indicating dramatic gene expression changes in the earliest stages of development. These stages are critical for the transitions from fertilized embryos to larvae in channel catfish, which is consistent with the observations of morphological changes. 

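In the deposited counts, 6833 of the 7894 DEGs (86.6%) were called only between 5 and 2 dpf or between 6 and 5 dpf. This share was 83.5% with DESeq2 on all 14 libraries, 82.2% with DESeq2 and 79.2% with edgeR on the 4 libraries of each comparison, 69.2% with a threshold on the unadjusted p and 99.8% with a test against a log2 fold change of 1. The interval from 2 to 5 dpf is longer than each later interval. The paper reads the DEGs found in these early comparisons and in no later one as indicating dramatic changes in expression, and also refers to the morphological changes observed.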

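In each neighboring comparison, the 2 DEGs that rose most and the 2 that fell most were taken among DEGs with a mean of at least 10 CPM at the higher stage and no overlap between the libraries of the stages. Values are TMM-normalized CPM, as mean ± SD over the 2 libraries of a stage, with adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Standard errors are approximate, derived as the size of the log2 fold change over the square root of the F statistic of the test. Some genes are given by their identifier. Between 2 and 5 dpf, the hemoglobin gene hbae3 fell from 2129 ± 307 to 0.619 ± 0.400 CPM, a log2 fold change of -11.80 (standard error 0.51, adjusted p = 5.54e-08 from edgeR), and si:ch211-57n23.4 fell from 359 ± 10.4 to 0.590 ± 0.122 CPM. LOC108261988 had at most 1 count at 2 dpf and 162 ± 26.8 CPM at 5 dpf, and gene 108273558 had no count at 2 dpf and 13.7 ± 3.64 CPM at 5 dpf. Between 5 and 6 dpf, otos fell from 16.3 ± 2.42 to 0.503 ± 0.162 CPM, a log2 fold change of -4.98 (standard error 1.33, adjusted p = 0.0206 from edgeR), and LOC108263660 fell from 43.0 ± 0.320 to 2.00 ± 0.0800 CPM. Gene 108262451 had at most 1 count at 5 dpf and 10.5 ± 0.420 CPM at 6 dpf, and LOC108273581 rose from 0.928 ± 0.600 to 20.9 ± 0.836 CPM. Between 6 and 7 dpf, otos rose to 27.7 ± 3.68 CPM, a log2 fold change of 5.75 (standard error 1.29, adjusted p = 0.0262 from edgeR), and bglapl rose from 2.06 ± 0.436 to 37.9 ± 0.982 CPM. LOC108261316 fell from 63.7 ± 31.3 to 7.37 ± 1.34 CPM and gene 108262248 fell from 14.0 ± 2.70 to 2.19 ± 0.0612 CPM. Between 7 and 8 dpf, LOC108255198 had no count at 7 dpf and 12.5 ± 5.04 CPM at 8 dpf, and LOC108273353 rose from 1.54 ± 0.550 to 45.1 ± 4.11 CPM. Gene 108261691 fell from 10.2 ± 2.57 to 1.66 ± 0.429 CPM, and LOC108259525 fell from 29.5 ± 2.15 to 5.48 ± 0.731 CPM. Between 8 and 9 dpf, LOC108275538 rose from 3.68 ± 2.29 to 66.2 ± 14.0 CPM and gene 108264668 rose from 4.52 ± 1.75 to 66.8 ± 4.39 CPM, while LOC108256992 fell from 848 ± 30.2 to 301 ± 59.1 CPM and LOC108269587 fell from 28.3 ± 2.63 to 10.6 ± 1.48 CPM. Between 9 and 10 dpf, the log2 fold changes were 2.71 (adjusted p = 0.0364 from edgeR) for LOC108260759, 2.63 (adjusted p = 0.0128 from edgeR) for LOC108272704, -2.46 (adjusted p = 0.0451 from edgeR) for LOC108267789 and -2.36 (adjusted p = 0.00385 from edgeR) for fam136a. With the replicate number as a block, the adjusted p from edgeR was 0.0683 for LOC108260759 and 0.0508 for LOC108267789.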

The number and fold-change of DEGs across different developmental stages can be visualized in the M-A (M: log ratio of expression fold change; A: mean of normalized counts) plots (Figure 3).

### 2.4. Gene Ontology Enrichment Analysis of DEGs at Different Stages

Gene ontology enrichment analysis (reference) of DEGs was conducted for each developmental stage. Significantly enriched categories during channel catfish early development are listed in Supplementary Table S3. The top 15 enriched categories for each stage are listed in Figure 4. 

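Supplementary Table S3 lists the genes behind each category the paper found enriched, and these genes were looked up in the deposited counts where the list was complete. They were selected by the paper as DEGs on the same libraries, so the numbers describe their direction and size of change and are not a separate test of enrichment. The enrichment itself was not computed here, since it needs a zebrafish annotation of all genes tested. Between 5 and 2 dpf, in striated muscle contraction, 12 of the 12 distinct genes were DEGs, all upregulated, with a median log2 fold change of 3.22. For cardiac muscle fiber development, 6 of 7 genes were DEGs, 5 up and 1 down (median log2 fold change 1.95). For cardiac muscle cell development, 10 of 11 genes were DEGs, 9 up and 1 down (median log2 fold change 1.66). For skeletal muscle fiber development, 8 of 9 genes were DEGs, 2 up and 6 down (median log2 fold change -1.44). For myotube differentiation, 12 of 13 genes were DEGs, 5 up and 7 down (median log2 fold change -1.29). For chondrocyte development, 3 of 3 genes were DEGs, 3 up and 0 down (median log2 fold change 3.10). For bone growth, 4 of 4 genes were DEGs, 4 up and 0 down (median log2 fold change 2.57). For regulation of heart contraction, 11 of 13 genes were DEGs, 7 up and 4 down (median log2 fold change 1.32). For blood coagulation, 18 of 19 genes were DEGs, 10 up and 8 down (median log2 fold change 1.16). For fin development, 21 of 23 genes were DEGs, 9 up and 12 down (median log2 fold change -1.02). For positive regulation of nervous system development, 13 of 15 genes were DEGs, 9 up and 4 down (median log2 fold change 1.84). For negative regulation of nervous system development, 12 of 13 genes were DEGs, 6 up and 6 down (median log2 fold change 0.05). The table repeats gene identifiers within a category, and in 293 of the 295 categories with a complete list the paper's count was above the number of distinct genes, with a median ratio of 2.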

Functional annotation of DEGs between 5 and 2 dpf contained categories mainly associated with development, growth, muscle development, regulation of nervous system development, chondrocyte development, bone growth, heart contraction, blood coagulation, fin development and gland development. DEGs between 6 and 5 dpf were mainly enriched in functions pertaining to development, morphogenesis and differentiation. These included genes involving embryonic skeletal system development, connective tissue development, gland development, neuron projection development, immune system development, heart morphogenesis, embryonic organ morphogenesis, cardiocyte differentiation and stem cell differentiation. 

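Between 6 and 5 dpf, the categories with a complete gene list were examined in the deposited counts in the same way. For embryonic skeletal system development, 11 of 16 genes were DEGs, 9 up and 2 down (median log2 fold change 1.12). For connective tissue development, 9 of 15 genes were DEGs, 7 up and 2 down (median log2 fold change 0.99). For regulation of neuron projection development, 12 of 14 genes were DEGs, 12 up and 0 down (median log2 fold change 1.30). For heart morphogenesis, 6 of 8 genes were DEGs, 6 up and 0 down (median log2 fold change 1.81). For cardiocyte differentiation, 9 of 11 genes were DEGs, 8 up and 1 down (median log2 fold change 1.25). For stem cell differentiation, 11 of 12 genes were DEGs, 11 up and 0 down (median log2 fold change 1.38). The paper's count was above the number of distinct genes in 121 of 123 categories, with a median ratio of 2.12.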

Between 7 and 6 dpf, enriched categories were most related to development and differentiation that included bone development, liver development, immune response and myeloid leukocyte differentiation. Between 8 and 7 dpf, DEGs were enriched in development, organization and homeostasis activity, such as cardiac muscle fiber development, extracellular matrix organization and immune response. Also, DEGs that were enriched from 9 compared to 8 dpf belong to categories such as synapse activity and ion activity, including postsynaptic specialization, calcium ion transmembrane transporter activity and metal ion transmembrane transporter activity. From Day 9 to Day 10, embryonic gene expression became enriched in selected forms of ion transport, dopamine transport, voltage-gated calcium channels. In addition, neron projectin was enriched. It is notable that during early developmental stages of channel catfish, especially at 5 and 6 days post fertilization (the transition stage from advanced embryo to larva), the most enriched categories were relevant to growth, development, proliferation and morphogenesis.

### 2.5. Construction of Gene Co-Expression Networks

To obtain a comprehensive understanding of gene co-expression relationships during development and to characterize the genes that are highly associated with embryogenesis and organogenesis, we applied the WGCNA approach (reference) to the FPKM data resulting from RNA-Seq differential expression analysis. 

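The module genes were taken from Supplementary Table S4, and the network itself was not rebuilt here. For each module, CPM values of its genes in the deposited counts were scaled per gene over the 14 libraries, and the first principal component, with its sign set to rise with the mean of the scaled genes, was used as the module's expression. Its correlation with a stage was computed against an indicator of the 2 libraries of that stage. A 2-sided exact permutation test over the 91 ways to place 2 libraries among 14 gave the p-values, and its smallest possible p is 0.011. FPKM divides each gene by its length, which cancels when a gene is scaled over the libraries. The table of the module genes is shortened in the copy used here, so a module can have fewer genes than the paper gives. Because the genes were grouped into modules from the same libraries, the correlation describes how the modules follow the stages and is not an independent test.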

After removing redundant genes, 8504 genes were retained for further WGCNA analysis. The best soft thresholding was determined when the degree of independence was 0.8 (Figure S2). A co-expression network was constructed. This network relys on the assumption that highly cooperating genes were clustered into one module and contributed to the corresponding phenotype. Modules were defined as sets of highly intercorrelated genes, and the genes within same cluster posses a high level of correlation. In total, 12 distinct modules were identified and assigned with different module colors (Figure 5), in which major tree branches define the 12 distinct modules. The 12 modules connected with distinct developmental samples due to sample-specific expression profiles. The interactions of these 12 co-expression modules were analyzed and are shown in Figure 6.

### 2.6. Gene Co-Expression Modules Correspond to Channel Catfish Early Development

The 12 modules correlated with distinct developmental stages according to their stage-specific profiles, and module-trait associations are shown in Figure 7. 

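Over the 8 modules, the absolute Pearson correlation with the stage named by the paper lay between 0.667 for the brown module and 0.984 for the turquoise module. The exact permutation p was 0.011, the smallest the design allows, for 7 modules and 0.0440 for the brown module. With Benjamini-Hochberg adjustment over the 8 modules, these values were 0.0126 and 0.0440. The stage indicator has only 2 libraries at a stage, so Spearman's rho cannot exceed 0.608 in size, and leaving out the 2 libraries farthest from its median removes both libraries of the stage, on which each correlation rests by construction.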

Notably, 8 of 12 modules (turquoise, black, blue, pink, green, grey, purple and brown modules) were identified as significantly and highly expressed in one particular sample (*r* > 0.6, *p*-value < 1 × 10^−2^, Figure 7). 

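For the turquoise module, 1997 genes were found in the deposited counts, and their first principal component held 75.1% of the variance. Its correlation with 2 dpf was r = 0.984 (exact permutation p = 0.011), with Spearman's rho = 0.608 (exact permutation p = 0.0220). Among the 8 libraries on its side of the division in mapping rate, r was 0.989 (exact permutation p = 0.0357). Without either replicate of 2 dpf, r was 0.971 to 0.972.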

The turquoise module consists of 2227 genes that were exclusively expressed at the 2 dpf stage (correlation coefficient *r* = 0.99, *p*-value = 1 × 10^−10^). 

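The black module (254 genes), the blue module (1915 genes) and the pink module (142 genes) had correlations with 2 dpf of -0.745, -0.777 and -0.694. Spearman's rho was -0.608 for each of them (exact permutation p = 0.0220). Among the 8 libraries with the higher mapping rate, the correlations were -0.770, -0.789 and -0.794, each with an exact permutation p of 0.0357. With log2(CPM + 1) in place of CPM, the correlation of the blue module was -0.932. Of the pink module's genes tested between the mapping-rate groups of 5 to 10 dpf, 64.2% differed at an adjusted p under 0.05 from edgeR's quasi-likelihood test, against 3.45% in the blue and 0.403% in the black module. This test of the groups, also used below, takes libraries as units although the groups differ only between stages. Its p-values can therefore be too small.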

The black, blue and pink modules were negatively correlated with the 2 dpf stage and contain 255; 1916 and 142 genes, respectively (black module: *r* = −0.74, *p*-value = 2 × 10^−3^; blue module: *r* = −0.78, *p*-value = 1 × 10^−3^; pink module: *r* = −0.68, *p*-value = 7 × 10^−3^). 

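For the green module (910 genes), the correlation with 5 dpf was r = 0.764. Among the 6 libraries on its side of the division in mapping rate, r was 0.861 (exact permutation p = 0.0667), where 15 placements allow no smaller p. Between the mapping-rate groups of 5 to 10 dpf, 31.5% of the module's genes tested differed at an adjusted p under 0.05.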

The green module contains 910 genes, marking 5 dpf stage-specific expression (*r* = 0.77, *p*-value = 1 × 10^−3^). The grey module, with 22 verified genes, was positively associated with the 6 dpf stage (*r* = 0.88, *p*-value = 3 × 10^−5^). 

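For the grey module (22 genes), the correlation with 6 dpf was r = 0.885, and without either replicate of 6 dpf r was 0.795 to 0.835. Among the 8 libraries on its side of the division in mapping rate, r was 0.944 (exact permutation p = 0.0357). The first principal component held 51.2% of the variance, the lowest share of the 8 modules. The mean of the signed correlations between pairs of the module's genes was 0.109, against 0.0760 in the turquoise and 0.159 in the green module. Pairs of opposite direction cancel in this mean, and 37.2% of the turquoise genes had their lowest mean at 2 dpf. It therefore does not rank how closely the genes of these modules vary together.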

The purple module contains 82 genes that were significantly associated with the 9 dpf stage (*r* = 0.76, *p*-value = 2 × 10^−3^). 

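In the purple module (82 genes), the correlation with 9 dpf was r = 0.738. It was 0.493 and 0.793 when a replicate of 9 dpf was left out. Among the 6 libraries on its side of the division in mapping rate, r was 0.852 (exact permutation p = 0.0667), which is the smallest p that 15 placements allow.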

Also, there were 1174 genes in the brown module corresponding to the 10 dpf stage (*r* = 0.67, *p*-value = 9 × 10^−3^). 

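The part of the brown module's gene list that was available held 168 genes. Their correlation with 10 dpf was r = 0.667 (exact permutation p = 0.0440), and Spearman's rho was 0.456 (exact permutation p = 0.132). Among the 8 libraries on its side of the division in mapping rate, r was 0.680 (exact permutation p = 0.107). The replicates of 10 dpf differed, with a first principal component of 0.118 in replicate 1 and 0.755 in replicate 2, and r was 0.307 and 0.802 when a replicate of 10 dpf was left out.

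**Figure D1:**
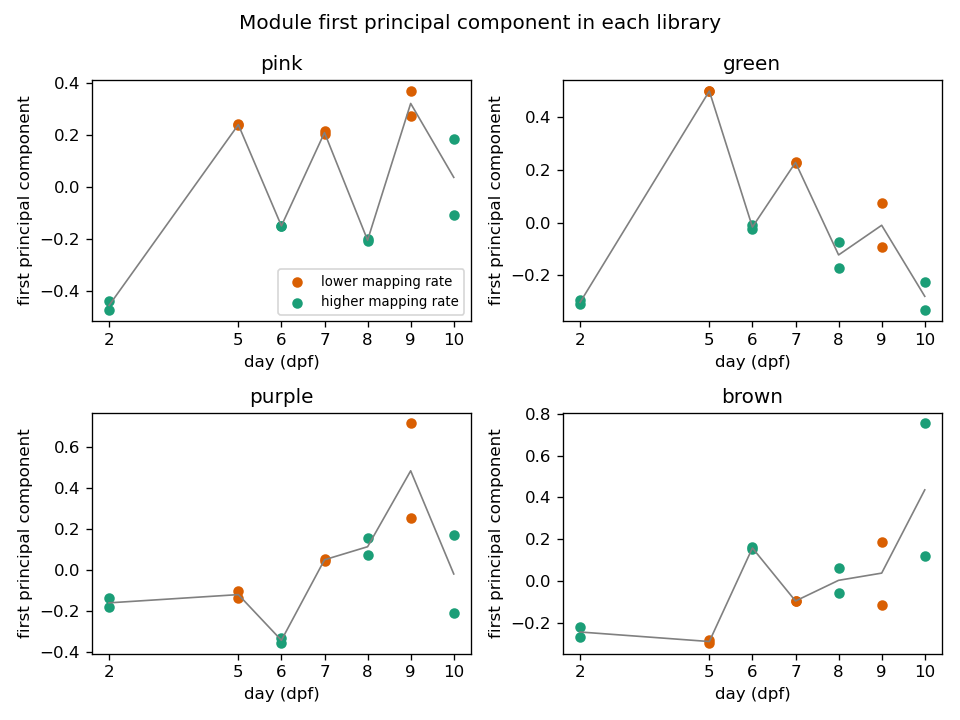
First principal component of the pink, green, purple and brown modules in each of the 14 libraries against the day of development, with a line through the stage means and libraries colored by mapping rate. At 10 dpf, the libraries of the brown module sit at 0.118 and 0.755, and at 9 dpf those of the purple module at 0.252 and 0.714.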

Correlations between the modules and the developmental traits were quantified and are listed in Table 1, and all genes present in those modules are presented in Supplementary Table S4. 

### 2.7. Functional Enrichment of Genes in the Eight Selected Modules

To investigate the biological functions related to channel catfish in early development, eight modules potentially associated with early developmental stages were selected for Gene Ontology (GO) enrichment analysis (Supplementary Table S4). Significant Gene Ontology (GO) terms in the selected modules were identified using ClusterProfiler R package (version 3.6).

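Of the 1997 turquoise genes, 1253 (62.7%) were higher at 2 dpf than at the mean of the other stages, and 742 (37.2%) had their lowest mean at 2 dpf. At least 3 counts in every library were found for 1683 of the genes, and 27 genes reached 3 counts only at 2 dpf.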

The turquoise module was significantly correlated with the 2 dpf stage. The genes in this module were mainly enriched in four categories: development (muscle cell development, muscle structure development, cell migration involved in heart development, hematopoietic or lymphoid organ development), cell cycle process (cell proliferation, DNA replication, mitotic cell cycle process, meiotic cell cycle process), reproduction process (cellular process involved in reproduction in multicellular organism) and many transport activities (organic acid transmembrane transport, carboxylic acid transmembrane transport, amino acid transport, organic anion transmembrane transporter activity).

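At 2 dpf, 90.2% of the genes of the black module, 94.4% of the blue module and 76.1% of the pink module had their lowest mean of the 7 stages. Genes with their highest mean at 2 dpf made up 4.72%, 3.86% and 12.7%.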

The genes in black, blue and pink modules were also strongly correlated with the 2 dpf stage, but they showed a negative correlation relationship with this developmental stage. Genes assigned to the black module were enriched into proteasomal activity (proteasomal ubiquitin-independent protein catabolic process, proteasome complex), endopeptidase complex and endopeptidase activity. Genes in blue module were mainly related to synaptic signaling (chemical synaptic transmission, anterograde trans-synaptic signaling, regulation of trans-synaptic signaling), ion transport (metal ion transport, cation transmembrane transport, calcium ion transmembrane transport), cell and tissue morphogenesis (cell part morphogenesis, cell morphogenesis involved in neuron differentiation, muscle tissue morphogenesis), heart process (regulation of heart rate, heart contraction, regulation of heart contraction) and nervous system development (regulation of nervous system development, nervous system process, positive regulation of nervous system development). Genes in the pink module were mainly associated with cytosolic processes (cytoplasmic vesicle membrane, cytoplasmic vesicle part, cytosolic small ribosomal subunit), and vesicle membrane processes (synaptic vesicle membrane, exocytic vesicle membrane, transport vesicle membrane).

The genes assigned to the green module were significantly correlated with the 5 dpf stage. 

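In the green module, 510 of 910 genes (56.0%) had their highest mean at 5 dpf and 163 (17.9%) their lowest.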

Genes in this module were enriched in processes of bone development (cartilage development, skeletal system development) and morphogenesis (bone morphogenesis), as well as immune system development (positive regulation of mononuclear cell proliferation, positive regulation of T cell proliferation, positive regulation of lymphocyte proliferation, positive regulation of leukocyte proliferation).

The grey module genes were highly expressed in the 6 dpf stage. This module mainly included Gene Ontology categories of extracellular matrix (extracellular matrix component, collagen-containing extracellular matrix), binding activity (Guanosine-5′-triphosphate (GTP)-binding, purine nucleotide binding, carbohydrate-binding) and symporter activity (potassium:chloride symporter activity, cation:chloride symporter activity, anion:cation symporter activity).

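In the deposited counts, 12 of the 22 grey genes had their highest mean at 6 dpf and 4 had their lowest mean there.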

The purple module genes were turned on during the 9 dpf stage. 

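Among the 82 purple genes, 66 had their highest mean at 9 dpf, and 51 had at least 3 counts in every library. No gene of the module reached 3 counts only at 9 dpf.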

Genes in this module were enriched in the differentiation (regulation of myeloid leukocyte differentiation, regulation of myeloid cell differentiation), homeostasis (cellular calcium ion homeostasis, cellular divalent inorganic cation homeostasis, ion homeostasis) and some transmembrane activity (urea transmembrane transporter activity, water transmembrane transporter activity).

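Of the brown genes available, 133 (79.2%) had their highest mean at 10 dpf, where the replicates were farther apart than at any other stage.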

The brown module was significantly related to the 10 dpf stage. Genes in this module were enriched in neuron development (regulation of neuron projection development, neural crest cell development), morphogenesis of different tissues and organs (cell morphogenesis involved in neuron differentiation, cell morphogenesis involved in differentiation, sensory organ morphogenesis, dendrite morphogenesis, inner ear morphogenesis).

The enriched terms for these stage-specific co-expressed modules were in agreement with our previous GO enrichment analysis and morphology observations, which belong to tissues and organ differentiation, regulation of ion transportation, cell proliferation and transmembrane activities.

### 2.8. Protein-Protein Interaction Network Construction and Analysis of Selected Modules

To further identify the function of the co-expressed genes within each module and investigate the hub genes, Cytoscape (version 3.7.2) software was used to construct a co-expression network of the top 200 ranked genes for eight selected modules (Supplementary Table S5), including the turquoise, green, grey and purple modules. Notably, the pink, grey and purple modules only have 142, 22 and 82 genes separately, so all genes in these three modules were selected for co-expression network construction. The highest degree genes (hub genes) were illustrated with a bigger size and specific color (Figure 8). 

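Each hub gene was compared at the stage of its module with the mean of the other 6 stages, and adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. GDF10 was at 148 ± 12.7 CPM at 2 dpf (mean ± SD, n = 2) and 22.8 ± 1.01 CPM at 5 dpf, and its log2 fold change against the mean of the other stages was 3.48 (standard error 0.17, adjusted p = 6.76e-09 from edgeR). For FOXA2 the log2 fold change against the mean of the other stages was 3.41 (standard error 0.16, adjusted p = 3.55e-09 from edgeR), with 24.8 ± 1.28 CPM at 2 dpf. HCEA fell at each stage, from 1754 ± 33.7 CPM at 2 dpf through 187 ± 15.2 CPM at 5 dpf and 24.6 ± 3.01 CPM at 7 dpf to 0.571 ± 0.651 CPM at 10 dpf. SYCE3 had 35 counts in its highest library and 3.63 ± 0.120 CPM at 2 dpf, and its log2 fold change against the mean of the other stages was 5.32 (standard error 0.41, adjusted p = 4.33e-07 from edgeR). All 4 genes were also significantly higher at 2 dpf than at their next highest stage.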

For example, *GDF10* (growth/differentiation factor 10-like), *FOXA2* (hepatocyte nuclear factor 3-beta-like), *HCEA* (high choriolytic enzyme 1-like) and *SYCE3* (synaptonemal complex central element protein 3) were identified as hub genes in the turquoise module for the 2 dpf stage. *CK1* (casein kinase I), *DARS1* (aspartyl-tRNA synthetase 1), *UBE2V2* (ubiquitin conjugating enzyme E2 variant 2) and *OAZ2* (ornithine decarboxylase antizyme 2-like) were identified as hub genes in the green module (correlated with the 5 dpf stage). 

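CK1, UBE2V2 and OAZ2, hub genes of the green module, were higher at 5 dpf than at the mean of the other stages, with log2 fold changes of 0.88 for CK1, 1.08 for UBE2V2 and 1.27 for OAZ2 and adjusted p from edgeR between 4.19e-05 and 1.68e-04. OAZ2 had 263 ± 2.81 CPM at 5 dpf, 83.5 ± 6.59 at 6 dpf, 208 ± 2.84 at 7 dpf, 82.5 ± 14.0 at 8 dpf, 178 ± 34.4 at 9 dpf and 54.8 ± 0.322 at 10 dpf. The differences between 5 and 7 dpf, the next highest stage, were not significant in edgeR's quasi-likelihood test, with log2 fold changes of 0.26 for CK1 (adjusted p = 0.292), 0.48 for UBE2V2 (adjusted p = 0.127) and 0.34 for OAZ2 (adjusted p = 0.251). Between the libraries of 5, 7 and 9 dpf and those of 6, 8 and 10 dpf, the log2 fold change from edgeR was 0.87 for CK1 (adjusted p = 7.77e-05, rank 32), 1.02 for UBE2V2 (adjusted p = 4.29e-04, rank 79) and 1.42 for OAZ2 (adjusted p = 2.93e-05, rank 11), where the rank is by p among 19998 genes tested. The units of this test were libraries, while the groups differ only between stages, so these p-values can be too small.

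**Figure D2:**
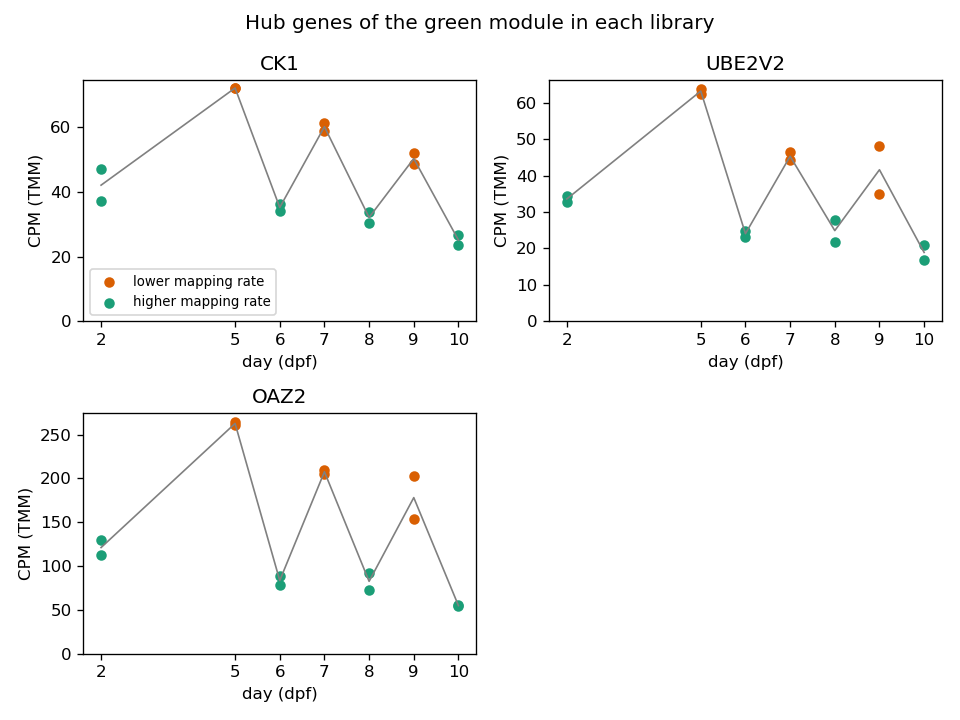
TMM-normalized CPM of CK1, UBE2V2 and OAZ2 in each of the 14 libraries against the day of development, with a line through the stage means and libraries colored by mapping rate. CK1 had 72.2 CPM at 5 dpf, 60.2 at 7 dpf and 50.3 at 9 dpf, and 35.2, 32.1 and 25.1 at 6, 8 and 10 dpf.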

In the grey module, *IFI44L* (interferon-induced protein 44-like) and *ZIP10* (zinc transporter 10-like) were recognized as hub genes (correlated with the 6 dpf stage). 

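IFI44L (gene 108266103) had 6.24 ± 2.86 CPM at 6 dpf, with an SD that reflects replicates of 4.22 and 8.27 CPM, and its log2 fold change against the mean of the other stages was 2.39 (standard error 0.33, adjusted p = 0.00201 from edgeR). Its difference from 7 dpf was not significant (log2 fold change 0.83, adjusted p = 0.269 from edgeR). The 4 further genes with this name in Figure 8 all had a higher expression at 6 dpf than at the mean of the other stages. The paper does not state how reads shared by such copies were counted. Of these 4 genes, 2 had their highest mean at 7 dpf, and none of the 4 differed significantly from 7 dpf (adjusted p from 0.129 to 0.964 from edgeR). ZIP10 had 27.0 ± 0.582 CPM at 6 dpf and 16.1 ± 1.16 CPM at 5 dpf, a difference that was significant (log2 fold change 0.74, standard error 0.21, adjusted p = 0.0278 from edgeR).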

*TGFB1* (transforming growth factor beta-1-like) and *TCK1* (creatine kinase, testis isozyme-like) were verified as hub genes in the purple module (correlated with the 9 dpf stage). Similarly, *KCNT1* (potassium channel subfamily T member 1-like) and *KCNC* (potassium voltage-gated channel subfamily C member 1) were identified as hub genes in the brown module (correlated with the 10 dpf stage). 

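TGFB1 had 8.11 ± 1.90 CPM at 9 dpf and 6.26 ± 2.17 CPM at 8 dpf, and its log2 fold change against the mean of the other stages was 0.71 (standard error 0.21, adjusted p = 0.0306 from edgeR). Its difference from 8 dpf, the next highest stage, was not significant (log2 fold change 0.33, adjusted p = 0.589 from edgeR). With DESeq2 on all 14 libraries its adjusted p was 0.0540. TCK1 had at most 10 counts in any library, so it did not pass the low-count filter and was not tested. Its highest mean was at 2 dpf, 0.792 ± 0.382 CPM, against 0.234 ± 0.0682 CPM at 9 dpf.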

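KCNT1 had 18.0 and 35.3 CPM in replicates 1 and 2 of 10 dpf and KCNC had 11.9 and 23.8 CPM. The log2 fold change of KCNT1 at 10 dpf against the mean of the other stages was 2.05 (adjusted p = 1.20e-05) and that of KCNC was 1.76 (adjusted p = 1.55e-04), both from edgeR. Against 9 dpf, the next highest stage, the adjusted p was 0.133 for KCNT1 and 0.264 for KCNC from the same test.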

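Of the 22 hub genes, 21 could be tested, and 17 changed at the stage of their module in the direction the paper gives for the module, at an adjusted p under 0.05 from edgeR over all genes tested. Adjusted over the list of hub genes alone, the number was 17. In the modules that the paper describes as negatively correlated with 2 dpf, VGLL3 had 0.788 ± 0.213 CPM at 2 dpf and 7.49 ± 0.331 CPM at 8 dpf, SCARA3 had 12.1 ± 1.26 and 38.0 ± 5.18 CPM, ASTN1 2.80 ± 1.00 and 46.2 ± 4.24 CPM and GAD2 2.43 ± 0.924 and 23.3 ± 0.498 CPM. SCARA3 did not differ significantly between 2 dpf and 10 dpf, its next lowest stage (adjusted p = 0.0713 from edgeR). The black and pink modules also held genes with their highest mean at 2 dpf (4.72% and 12.7%). A module's correlation therefore does not set the direction of each gene. The other 4 hub genes of the modules negatively correlated with 2 dpf were higher at 2 dpf than at the mean of the other stages. Their log2 fold changes were 1.88 for CELSR2 (standard error 0.19, adjusted p = 2.42e-06), 0.85 for ARF1 (standard error 0.13, adjusted p = 6.59e-05), 1.41 for NDE1 (standard error 0.12, adjusted p = 6.50e-07) and 1.07 for RHOA (standard error 0.14, adjusted p = 2.48e-05), from edgeR. ARF1 and RHOA have close paralogs, and the paper does not state how reads shared between paralogs were counted. NDE1 and RHOA also differed between the mapping-rate groups of 5 to 10 dpf, with adjusted p of 7.71e-04 and 0.0325 from edgeR. In a comparison with the next highest or next lowest stage, 8 of the hub genes differed in the given direction. From their degree in the network, the paper identifies these genes as the hub genes of their modules.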

A complete list of hub genes and their descriptions are shown in Table 2.

## 3. Discussion

Gene expression changes are complex during the transition from fertilized eggs to larvae, and the transcriptome profiles underlying these events have not been fully studied in catfish. The main objectives of this study were to utilize a transcriptome sequencing method to analyze the expression of seven early developmental stages in channel catfish and to construct a gene co-expression network involved in embryogenesis. In this study, we investigated a set of DEGs in each developmental stage by comparing each of the two successive stages and found that the highest numbers of DEGs occurred at 5–7 days post fertilization. The vast differences in transcript expression illustrate that these stages are of rapid, critical, expansive development in channel catfish in accordance with morphological change observation. Gene Ontology enrichment analysis revealed that during early embryogenesis, the most enriched Gene Ontology categories were related to development, growth, differentiation and morphogenesis, especially during 5–7 dpf. These stages are critical for the development of muscle, nerves, bone and other tissues, and cell differentiation during transformation from fertilized eggs to larvae.

WGCNA [17] is a powerful method to identify co-expressed groups of genes from large RNA expression datasets [21], and is widely used to explore the correlation among transcriptomic datasets, identify hub genes and discover new pathways in both model and non-model species [22,23,24]. WGCNA has proven its superiority over partial correlation methods and provides a powerful tool for identifying higher-order correlation in complex traits of interest, by presenting a simplified network on the integrated function of gene modules [25,26].

Our study is the first systematic characterization of catfish early development at the transcriptome level. Previous research mainly focused on the physical development and anatomy. The first study related to the embryonic development of channel catfish was conducted from 2 dpf through 11 dpf, with a focus on the organogenesis of pronephros [7,8]. Later on, a more detailed description was performed at 1 h intervals after fertilization for a 34 h period, which corresponded to the emergence of the pectoral fin-buds at water temperatures from 24.7 to 26.8 °C [6]. Specific developmental stages of channel catfish embryos were for the first time defined based on the development of the vascular system at 26 °C. All the stages were characterized before 5 dpf [27]. Makeeva et al. reported that stage IV (1 dpf) was mainly associated with gastrulation, stage V (~1.5 dpf) related to organogenesis and stage VI (~2 dpf) resulted in formation of gill microstructure, eye lens, auditory vesicles and segmentation of tail. At the end of the second day of development, they observed the heartbeat, and also the rotation of embryo within the egg case, with its tail whipping back and forth. Stage VII (~3 dpf) was associated with development of the vascular system, development in the brain and an intestinal cavity can also be observed at this stage [27]. In general, our observations agreed well with those of earlier studies. The functional annotation of DEGs between 5 and 2 dpf revealed that the enriched terms were most associated with muscle tissue development, bone growth, morphogenesis of different organs, chondrocyte development, heart contraction, blood coagulation and regulation of blood circulation. However, our morphological observations found that the embryonic tails were not observed until 5 dpf, which is slightly later than previous observations for channel catfish embryonic development [27]. Our fertilized eggs were incubated at 25 to 26 °C (mainly 25 °C), which is not that much different than earlier studies. Perhaps, the slower development for our channel catfish was due to the strain, water quality or oxygen levels, which could lead to variation in the speed of development [27].

In the current study, and for the first time, a gene co-expression network was used to investigate the transcripts of the embryos and fry in different early developmental stages of channel catfish. Using contrasted biological samples at different developmental stages of channel catfish embryos, four distinct modules were identified. The genes within the same intra-module were used to perform Gene Ontology enrichment analysis, and the genes most associated with 2, 5, 6 and 9 dpf stages were identified as enriched in development, proliferation, morphogenesis and differentiation categories, such as muscle structure development, hematopoietic or lymphoid organ development, bone morphogenesis and regulation of myeloid cell differentiation categories. Then, Cytoscape was employed to build a PPI network for the four selected modules, and the high degree of genes (hub genes) was verified to have an essential role in the co-expression network.

### 3.1. Turquoise Module (Hub Genes and Node Genes)

The module most associated with the 2 days post-fertilization stage was the turquoise module, which was a critical first stage for the transition of fertilized egg to an adult-like fry. The hub genes were *GDF10*, *FOXA2*, *HCEA* and *SYCE3*. *GDF10* is a growth differential factor belonging to the TGC-beta (transforming growth factor beta) superfamily, and functions predominantly in bone development [28]. Its pathways are p70S6K signaling and activation of cAMP-dependent protein kinase A [29,30]. *GDF10* is necessary for head formation, skeletal morphogenesis and adipogenesis [31,32,33].

*FOXA2* is a transcription factor involved in embryonic development [34], and regulation of gene expression in differentiated tissues and development of multiple endoderm-derived organ systems, such as liver, gland, pancreas and lungs [35,36,37,38]. This gene is related to pathways that include heart developmental, Hedgehog signaling events mediated by Gli proteins and cardiac progenitor differentiation [29,30].

*HCEA* participates in the breakdown process of the egg envelope, which is derived from the egg extracellular matrix [39,40]. *HCEA* has a typical neutral zinc metallopeptidase domain that is involved in the binding of zinc and proteolysis [41].

Another candidate hub gene for the 2 dpf module is *SYCE3*, which has associated pathways that include the cell cycle, mitosis and meiosis [29,30]. *SYCE3* is a significant component of the transverse central element of synaptonemal complexes (SCS) formed between homologous chromosomes during meiotic prophase. This gene is also required for chromosome loading of the central element-specific SCS proteins, and for initiating synapsis between homologous chromosomes as well as being required for fertility [42,43]. These hub genes findings, together with GO enrichment results in the turquoise module, imply that the 2 dpf stage is a critical time window related to tissue differentiation, morphogenesis and different organ development, such as bone morphogenesis, head formation, skeletal morphogenesis, live development, gland and lungs development, which requires a series of concerted meiosis, mitosis and synapsis activity, and *SYCE3* may play an essential role regulating early development through these functions.

Gene names and gene IDs of the remaining 2223 genes in the turquoise module are listed in Supplementary Table S3. The functional characterization of these genes in the zebrafish model can be retrieved from the ZFIN (Zebrafish Information Network) [44].

### 3.2. Black Module

The black module was most associated with 2 dpf, hub genes in this module included *VGLL3*, *CELSR2* and *SCARA3*. The VGLL proteins are transcriptional co-factors influencing myogenesis in skeletal muscle. Figeac et al. reported that VGLL3 could contribute to muscle fiber composition in mice, and knockout of *VGLL3* gene in mice suppressed myoblast proliferation. Conversely, the overexpression of *VGLL3* highly increased myogenic differentiation. This research stated that *VGLL3* was a transcriptional co-factor working with the Hippo signal transduction to control myogenesis [45]. Also, *VGLL3* was verified to be linked with age at maturity in Atlantic salmon (*Salmo salar*). *VGLL3* and the interrelated Hippo pathway has been reported to be linked to the decreased proliferation process in different tissues, and might play a negative role on Sertoli cell proliferation in testis, thus, compressing the growth of pubertal testis [46].

*CELSR 1-3* expression started broadly in the nervous system in early developmental stages. These genes were found to be expressed in other organs, such as the cochlea, the kidney and the whisker. *CELSR2* protein was distributed along intercellular boundaries in the whisker and related to neuronal cells [47]. Also, the *CLESR2* gene was reported to play a role in the regulation of facial motor neurons’ migration in the neuroepithelium during the development of the zebrafish hindbrain [48].

*SCARA3* belongs to the class A scavenger receptors (SR-As) family, which was identified to be functioning with the innate immunity in mammals [49]. This gene was also identified to potentially contribute to immunity in rainbow trout (*Oncorhynchus mykiss*) [49]. Further research is needed to see if this gene also functioned as an immunity regulator in all teleost fish.

### 3.3. Blue Module

For the blue module, which was most correlated with 2 dpf, hub genes contained *ASTN1* and *GAD2*. The *ASTN1* works as a neuron-glial ligand for central nervous system glial-guided migration [50]. *ASTN1* is necessary for normal migration of young post-mitotic neuroblasts along glial fibers. It also plays an important role for the migration of granule cells during brain development [50,51]. In zebrafish, *GAD2* plays a role in the dorsal hindbrain development [52]. *GAD2* is also involved in the neurotransmitter release cycle and beta-alanine metabolism pathway [29].

### 3.4. Pink Module

For the pink module, which was most correlated with 2 dpf, hub genes were: *ARF1*, *NDE1* and *RHOA*. *ARF1* was considered to be coupled with *CDC42* to regulate the endocytosis in the plasma membrane [53]. The association of ARF1 and endosomal membranes was regulated by the endosomal pH, which controls the pH-dependent association of endosomal Coat proteins (COPs). ARF1 could influence COP function through the endocytic pathway, which may suggest that ARF1 might act as the cytosolic component for a transmembrane pH-sensing mechanism.

*NDE1* was reported to play an essential role for centrosome duplication and mitotic spindle assembly. The function and orientation of the mitotic spindle was critical for normal cerebral cortex development in mammals [54,55]. *RHOA* encodes a member of the Rho family of small GTPases, which could promote the reorganization of the actin cytoskeleton as well as regulate the shape and motility of organisms [56]. All these findings indicate that appropriate gene expression at 2 dpf was vital for the survival of individual as well as the development and function of different organs. More detailed study of early embryonic development, tracing the formation of a specific tissue/organ, or even the expression and migration of a specific gene at 2 dpf, should be examined in the future.

### 3.5. Green Module

For the green module, which was most correlated with 5 dpf, its hub genes included *CK1*, *DARS1*, *UBE2V2* and *OAZ2*. The CK1 family of protein kinases are serine/threonine-selective enzymes, which function as key regulatory molecules involved in the cell cycle, DNA repair, transcription, translation, the structure of the cytoskeleton, cell–cell adhesion and receptor-coupled signal transduction [57,58]. CK1 is also involved in the Wnt signaling pathway [29]. The Wnt signaling pathway plays an important role in lung organogenesis, the initial formation of the neural plate and many subsequent patterning decisions in the embryonic nervous system [59,60]. The Wnt signaling pathway also works with other signaling systems as primary molecular mechanisms that control embryonic development, and regulate processes such as cell proliferation, survival, or differentiation [61].

*DARS1* is critical to the processes of tRNA aminoacylation, selenoamino acid metabolism as well as gene expression [29,30]. The *DARS1* gene encodes a member of a multienzyme complex, which catalyzes the attachment of an amino acid (AA) to its connate tRNA in a two-step reaction. The amino acid is first activated by ATP to form AA-AMP and then transferred to the acceptor end of the tRNA [62]. Although *DARS1* is considered to be expressed in all organs, it has a distinct expression pattern in the brain. Dars-knockout mice were not viable and displayed early developmental arrest with associated embryonic lethality [63,64]. Mutations of *DARS1* and its homolog *DARS2* have been reported in patients showing hypomyelination in the brainstem, spinal cord and leg spasticity (HBSL), and leukoencephalopathy brain stem and spinal cord involvement and elevated lactate (LBSL), which demonstrates that mutation in tRNA causes a similar disease and shares a common mechanism of neurological pathology [65].

*UBE2V2* is thought to be involved in the differentiation of monocytes and enterocytes [66], and it may also play a role in progression through the cell cycle, as well as differentiation [43,67]. Among its related pathways are DNA double-strand break repair, and class I MHC-mediated antigen processing and presentation [29,30].

*OAZ2* plays a role in cell growth and proliferation by regulating intracellular polyamines [43,68]. Its related pathways are cyclin-dependent kinase (CDK)-mediated phosphorylation, removal of cdc6 and metabolism [29,30]. Five dpf is considered as a transition period from fertilized egg to adult-like fry, and the larvae possess movement at this stage. The hub genes identified at this stage were correlated with regulation of the cell cycle and transcription activities, as well as formation of the nervous system.

### 3.6. Grey Module

Another module of interest was the grey module, which was most strongly associated with 6 dpf. Hub genes in this module included *IFI44L* and *ZIP10*. *IFI44L* is reported to be associated with virus infection and immune activity, as well as the formation of microtubular structures [69,70,71]. This gene has not been verified to be closely related to early embryonic development; however, the PPI network predicts that *IFI44L* plays an essential role in this module, illustrating that *IFI44L* may be related to early immune response and the survival of embryos, and thus, contributes to the early development mechanisms. The other hub gene in this module is *ZIP10*, which controls the membrane transport of zinc, calcium, manganese and regulates their intracellular and cytoplasmic concentrations [72].

Functions of most other node genes, i.e., *SLC12A8*, *MTFR1L*, *Tatdn2*, *Agxt*, *MX2*, *nd4l* and *nd6*, have not been experimentally documented in embryogenesis and somitogenesis of fish [44]. 

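At 6 dpf, 2 of the genes of the grey module outside the hub genes were lower than at the mean of the other stages in edgeR's quasi-likelihood test. SLC12A8 had 1.40 ± 0.198 CPM at 6 dpf (log2 fold change -1.22, adjusted p = 0.0271 from edgeR) and Agxt had 4.00 ± 0.123 CPM (log2 fold change -1.34, adjusted p = 0.00253 from edgeR). The differences of MTFR1L, MX2, nd4l and nd6 were not significant, with log2 fold changes of 0.47, -0.20, 1.44 and 0.91 and adjusted p from 0.121 to 0.693 from edgeR. The mitochondrial gene nd4l had 24.9 CPM in replicate 1 and 3.50 CPM in replicate 2 of 6 dpf. Without replicate 1 of 6 dpf, the log2 fold change was -0.59 for nd4l and -0.073 for nd6. Because the strand setting of the counting is not stated, reads of overlapping mitochondrial genes could have been assigned to either gene. Agxt also differed between the mapping-rate groups of 5 to 10 dpf (adjusted p = 0.0365 from edgeR). Tatdn2 had at most 8 counts in a library and was not tested.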

*SLC12A8* (solute carrier family 12 member 8) was an important paralog gene of *SLA12A2*, Gene Ontology (GO) annotations assign this gene possible function that includes ATPase activity, coupled to transmembrane movement of substances and symporter activity. *MTFR1L* (Mitochondrial Fission Regulator 1 Like) was a paralog of *MTFR2*, which may play a role in mitochondrial aerobic respiration in the testis. It also promotes mitochondrial fission. *MX2* (MX dynamin like GTPase2) was involved in the innate immune system [44].

The related pathways of *Tatdn2* (TatD DNase Domain Containing 2) are unfolded protein response (UPR) and metabolism of proteins. The GO annotations related to this gene include deoxyribonuclease activity and endodeoxyribonuclease activity. Agxt (alanine-glyoxylate and serine-pyruvate aminotransferase) are predicted to have alanine-glyoxylate transaminase activity and serine-pyruvate transaminase activity. Both nd4l (ND4L-NADH dehydrogenase, subunit 4L) and nd6 are involved in respiratory electron transport, ATP synthesis by chemiosmotic coupling and heat production by uncoupling proteins [44]. At 6 dpf, channel catfish larvae possess relatively full swimming ability. One of the most important results at 6 dpf came from GO enrichment and PPI network analysis, which indicated that this stage was mainly associated with early immune response, shedding light for further study of immune mechanisms in channel catfish or even other teleost fish.

### 3.7. Purple Module

The purple module was correlated with 9 dpf. This module contained *TGFB1* and *TCK1*. TGFB1 can regulate cell proliferation, differentiation of various cell types and function in other processes such as normal development, immune function and responses to neurodegeneration [43,73,74]. Among its related functions are transcription androgen receptor nuclear signaling and the p70S6K signaling pathway [29,30].

TCK1 reversibly catalyzes the transfer of phosphate between ATP and various phosphagens, and also plays a crucial role in tissues with high energy requirements, such as in skeletal muscle, heart, brain and spermatozoa [43,75,76].

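At 9 dpf, the log2 fold change against the mean of the other stages from edgeR's quasi-likelihood test was 0.73 for AQP7 (standard error 0.20, adjusted p = 0.0218), 3.60 for AQP8 (standard error 0.43, adjusted p = 2.19e-04), 2.27 for cldn11 (standard error 0.33, adjusted p = 5.67e-04) and 1.71 for MMP9 (standard error 0.42, adjusted p = 0.0121). For clec14a it was 0.53 and not significant (adjusted p = 0.106 from edgeR). A difference in AQP7 was also found between the mapping-rate groups of 5 to 10 dpf (adjusted p = 0.0303 from edgeR). The 2 KRT1 genes had log2 fold changes of 2.82 and 3.53. How reads shared between keratin genes were counted is not stated in the paper. None of the 7 genes differed significantly between 9 dpf and its next highest stage. MMP9 had 20.4 CPM in replicate 1 and 59.4 CPM in replicate 2 of 9 dpf.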

The other node genes (Supplementary Table S3), *AQP7*, *AQP8*, *cldn11*, *MMP9* and *clec14a* may be involved in the somitogenesis and normal function of organs during early development. Zebrafish *AQP7* (Aquaporin 7) was maternally inherited and detected at the 2–4 cell and morula stages [77], while other paralogs such as *AQP8aa* were related to somitogenesis and vascular development [78]. *Cldn11a* (Claudin 11), expression was detected in vascular endothelium, adjacent to the optic stalk of embryo in normal retinal embryo [79,80]. *cldn11* expression requires *zic2* function in the differentiating mammalian cerebellar ganglion cells [81]. *MMP-2* (matrix metallopeptidase 2), *MMP-9* and *MMP-13* were necessary for proper zebrafish craniofacial morphogenesis as morpholino knockdown of these genes shows huge alterations in both the mandibular and hyoid arches concurrently [82]. By interacting with *Etv2* and *Vegf* signaling, *Clec14a* (C-lectin family 14 member A) in zebrafish was indispensable for function of vascular endothelia cells during vasculogenesis and angiogenesis, as knockdown of *Etv2*/*Vegf* results in an inhibition of intersegmental vessel sprouting [83]. The 9 dpf channel catfish larvae was more like an adult fish and possesses fully swimming ability. Our findings reveal that this stage mainly related to the process of immune function, neurodegeneration and vascular development.

### 3.8. Brown Module

The last module is the brown module, which was correlated with 10 dpf. The hub genes in this module contain *KCNT1* and *KCNC*. The *KCNT1* gene belongs to the potassium channel family, which is considered to regulate ion flux. It could also interact with cytoplasmic proteins related to developmental signaling pathways [84]. The *KCNC* gene belongs to a potassium voltage-gated channel family, which was critical for the rapid repolarization of fast firing brain neurons [29]. In response to the voltage across the membrane, the channel opens, forming a potassium-selective channel, and potassium ions, in accordance with their electrochemical gradient, could cross the channel [29,85]. The period of 10 dpf was the last timepoint selected in this channel catfish early development study as at this time, the fry can swim freely and possess relative complete function.

## 4. Materials and Methods

### 4.1. Ethics Statement

All of the experimental protocols involved in animal care and sample collection were approved by the Auburn University Institutional Animal Care and Use Committee (AU-IACUC, PRN#: 2016-2901 on 13 June 2016). All samples were collected after euthanization with buffered MS-222 (200 mg/L). All animal handling procedures were performed following the Guide for the Care and Use of Laboratory Animals and the Animal Welfare Act in the United States.

### 4.2. Sampling of Channel Catfish

The Kansas random strain of channel catfish was raised in earthen ponds at the Genetics Research Unit, E.W. Shell Research Center, Auburn University. The Kansas strain was derived from the Ninnescah River in Pratt, Kansas, in 1911 [86,87], and is the oldest domestic channel catfish strain in the US.

After harvesting, females and males were mated and spawned at the genetics facility greenhouse. Channel catfish embryos and larvae were obtained by artificially spawning brood stock. Fertilized eggs were incubated in a hatching trough at 25 to 26 °C, with water hardness above 40 ppm and dissolved oxygen level of 5 mg/L. Treatments ceased 24 h before the expected hatch date. From 7 dpf, swim-up fry were fed to satiation six times per day using a powdered 50% protein starter diet from Purina^®^ AquaMax^®^ (Purinamill, Arden Hills, MN, USA) [87]. To contain a large timeframe of channel catfish samples, including stages of fertilized egg to a mature-like fry, channel catfish samples were obtained at 2, 5, 6, 7, 8, 9 and 10 dpf based on their developmental stages. A total of 20–50 embryos or larvae were collected at each sampling, and 200 ppm buffered MS-222 was utilized to euthanize the larvae [87]. The samples were placed into 1.5 mL centrifuge tubes, flash-frozen in liquid nitrogen and stored in −80 °C for RNA extraction.

### 4.3. Microscopic Anatomy

At each sampling timepoint, another 20–50 embryos/larvae were fixed with 10% phosphate-buffered formalin in 1.5 mL centrifuge tubes and sealed for microscopic analysis. For microscopic anatomical observations, samples were transferred to a 75% ethanol solution. Observations were conducted with a MEIJI TECHNO anatomy microscope (MEIJI Techno America, San Jose, CA, USA) and images were photographed with a Canon DS126311 camera.

### 4.4. RNA Isolation, Library Construction and Sequencing

In order to examine changes in expression throughout early stages of development, at each time point, 2, 5, 6, 7, 8, 9 and 10 dpf, eight embryos/larvae were randomly selected and divided into two replication pools (four embryos or larvae each). For each replicate, samples of four embryos/larvae were homogenized in liquid nitrogen with a mortar and pestle. RNA extraction was conducted using a Qiagen RNeasy Plus Kit following the manufacturer’s protocols. The concentration and purity of RNA samples were measured using a NanoDrop spectrophotometer (Thermo Scientific, Madison, WI, USA). For each time point, equal amounts of RNA from the two pooled replicates were used for library construction and Illumina RNA sequencing [88].

Library construction and sequencing reactions were conducted at GENEWIZ, LLC. (South Plainfield, NJ, USA). The RNA integrity was checked with 4200 TapeStation (Agilent Technologies, Palo Alto, CA, USA). Ribosomal RNA depletion was conducted using Ribozero rRNA Removal Kit (Illumina, San Diego, CA, USA). RNA sequencing library preparation was performed using a NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA). Enriched RNAs were fragmented for 15 minutes at 94 °C. The first strand and second strand cDNA were subsequently synthesized. The cDNA fragments were end-repaired and adenylated at 3’ ends, and a universal adapter was ligated to cDNA fragments, followed by index addition and library enrichment with limited cycle PCR. Sequencing libraries were validated using the Agilent Tapestation 4200 (Agilent Technologies, Palo Alto, CA, USA) and quantified by using a Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA, USA). The samples were sequenced using a 2 × 150 paired-end (PE) configuration. Image analysis and base calling were conducted by the HiSeq Control Software (HCS). The raw RNA-seq data is available at NCBI GEO (Gene Expression Omnibus) databases under the accession number GSE152002.

### 4.5. Reads Mapping and Differential Expression

The channel catfish reference genome was used for mapping [14]. Channel catfish transcriptome data (.bcl files) generated from Illumina HiSeq were converted into fastq files and de-multiplexed using Illumina’s bcl2fastq software (version 2.17). The quality of raw reads was controlled by FASTQC [89]. Raw reads were filtered by removing low-quality reads, adapters and reads with length shorter than 36 bases using Trimmomatic v0.36 [90]. The resulting clean reads were quality-controlled again and aligned to the channel catfish genome by STAR software (version 2.7.0) [91], allowing less than a 4-bases mismatch. HTSeq-count [92] was conducted to calculate the number of aligned reads of each gene overlapping its exons. To perform the differential expression analysis with the embryonic development of channel catfish, an R package DESeq2 [93] was employed to calculate the log2-fold change (log2FC), a criterion with |log2FC| ≥ 1, and adjusted *p*-value < 0.05 was used as the threshold for evaluating the DEGs. The log2FC > 1 DEGs were considered to be upregulated, while log2FC < −1 DEGs were considered to be downregulated.

### 4.6. Enrichment Analysis

For every differential expression comparison, the Gene Ontology (GO) terms of each gene were assigned by using zebrafish annotations for the unigene set. Enrichment analysis was also performed using the ClusterProfiler R package (version 3.6) [94] to profile their major biological processes, molecular functions and cellular components. The threshold of significance criteria was set at a 0.05 *q*-value cutoff and the enriched GO terms were ranked by *p*-value.

### 4.7. Gene Co-Expression Network Construction

To verify the interesting gene modules and network properties of the gene expression profile in the early development of channel catfish, an R package named weighted gene co-expressed network analysis (WGCNA) [17] was employed following the standard protocol. Then, the intramodular connectivity and gene significance were applied to verify key co-expressed genes in the network and correlate the identified modules to external information development stages. A total of 8504 DEGs from 7 timepoints were used to calculate the correlation between samples and for the hierarchical clustering analysis.

### 4.8. Identification of Development-Related Modules and Visualization

After the co-expression network was constructed, the developmental stage-responsive modules and genes were selected based on the correlation coefficient between modules and developmental stages. The genes within the same modules are highly connective, and the genes inside the same module potentially have similar functions. To verify the biological function of the specific modules as well as the correlation between the modules and different development stages, genes inside the same modules were selected to perform GO enrichment analysis using the R package ClusterProfiler (version 3.6) [94]. Hub genes are defined as genes inside co-expression modules with high correlation. To further verify the hub genes and their possible roles in early development stages, the top 200 ranked genes within each module were extracted according to the intra-modular connectivity with module eigengenes, which were used to construct a protein–protein interaction (PPI) network. The R package Cytoscape (version 3.7.2) [95] was employed to identify genes of the highest node degree, which may have a critical function in the PPI.

## 5. Conclusions

In conclusion, a comprehensive transcriptome analysis was used to explore the dynamic changes during channel catfish early development. This study provides genomic data that has great promise for improved understanding of channel catfish embryogenesis. A co-expression network was constructed using the WGCNA method. As a result of that effort, 12 modules were verified, eight of them were identified to be closely associated with channel catfish early development. Further analysis of these eight selected modules revealed that they were enriched in biological processes related to development, morphogenesis, growth and differentiation. Five- and six-days post-fertilization embryos contained the most strongly differentially expressed genes (DEGs). Gene Ontology (GO) analysis revealed that enriched categories at 5 and 6 dpf were most related to embryonic development, morphogenesis, differentiation and formation of different organs. In addition, these stages display the most striking changes in morphology. Thus, day 5 and 6 are likely to be critical turning points in the progression from fertilized egg to larva in channel catfish. Hub genes identified within each module are likely to direct critical roles during the development and growth processes in channel catfish. Taken together, our results are a first stage in shedding light on the complex biological processes that take place during early development. Our work provides a useful genetic resource for future studies on the metabolism, growth and genetic enhancement programs of channel catfish. Further research should address gene quantification and genetic behavior. Gene editing technology will be used to confirm the function of these genes in WGCNA network.

## Figures and Tables

**Figure 1:**
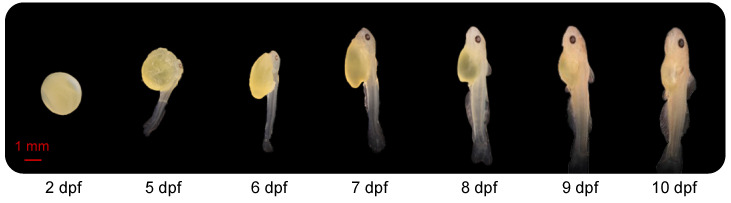
Morphology of the channel catfish, *Ictalurus punctatus*, at different development stages. dpf: days post fertilization.

**Figure 2:**
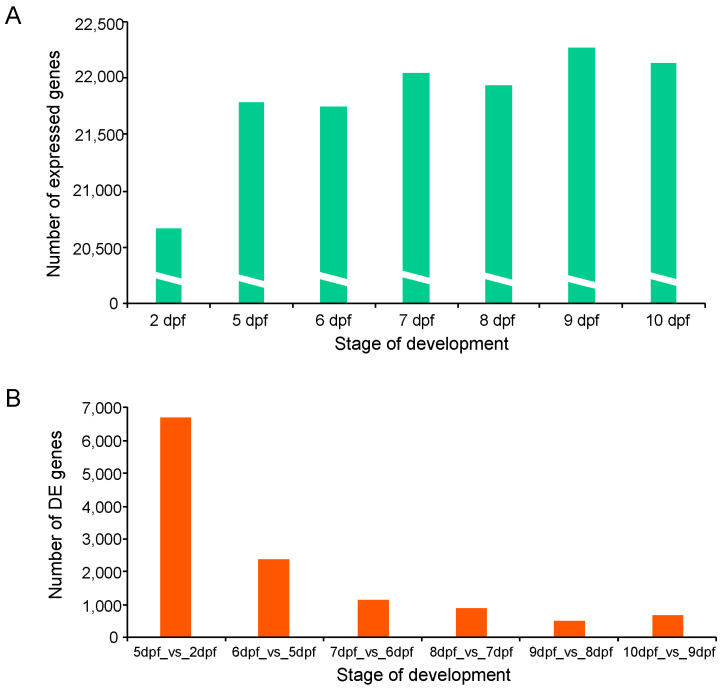
Gene expression during early development in channel catfish, *Ictalurus punctatus*. (**A**) Mean number of expressed genes of two replicates identified at each development stage. (**B**) The number of differentially expressed genes (DEGs) for comparison of each stage with the previous stage.

**Figure 3:**
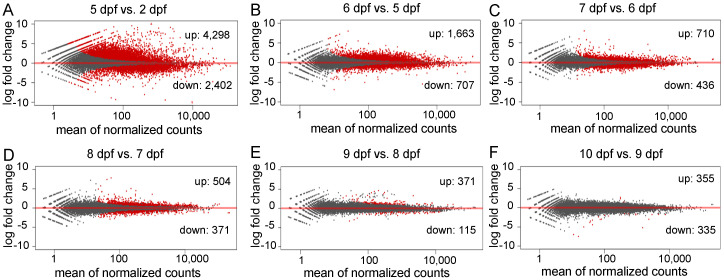
M-A plots (M: log ratio of expression fold change; A: mean of normalized counts) of the differentially expressed genes (DEGs) in different comparisons during early development in channel catfish, *Ictalurus punctatus*. Red dots indicate the downregulation (negative value) or upregulation (positive value). Black dots represent non-DEGs. (**A**) 5 days post fertilization (dpf) vs. 2 dpf, (**B**) 6 vs. 5 dpf, (**C**) 7 vs. 6 dpf, (**D**) 8 vs. 7 dpf, (**E**) 9 vs. 8 dpf and (**F**) 10 vs. 9 dpf.

**Figure 4:**
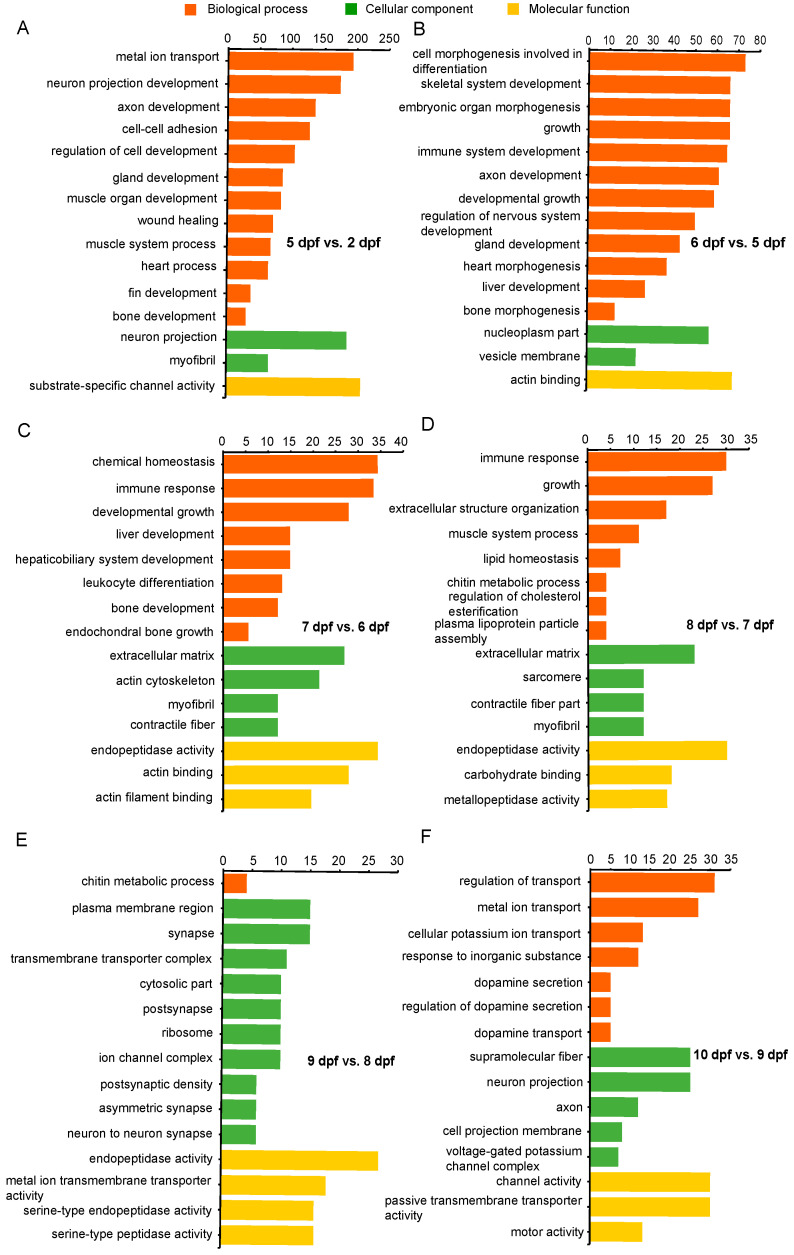
Gene Ontology (GO) functional enrichment analysis of differentially expressed genes (DEGs) at different development stages in channel catfish, *Ictalurus punctatus*. (**A**) 5 vs. 2 dpf, (**B**) 6 vs. 5 dpf, (**C**) 7 vs. 6 dpf, (**D**) 8 vs. 7 dpf, (**E**) 9 vs. 8 dpf and (**F**) 10 vs. 9 dpf. The horizontal axis indicates the number of DEGs between two sampling datasets, and the vertical axis represents the GO terms significantly enriched by the DEGs.

**Figure 5:**
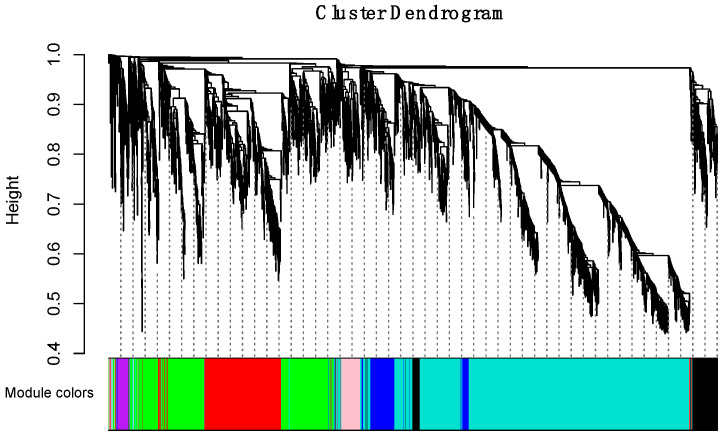
Hierarchical clustering dendrogram of channel catfish, *Ictalurus punctatus*, genes with dissimilarity based on topological overlap during early development. Each single leaf in the tree represents a single gene, the major tree branches constitute 12 distinct modules and are shown in different colors.

**Figure 6:**
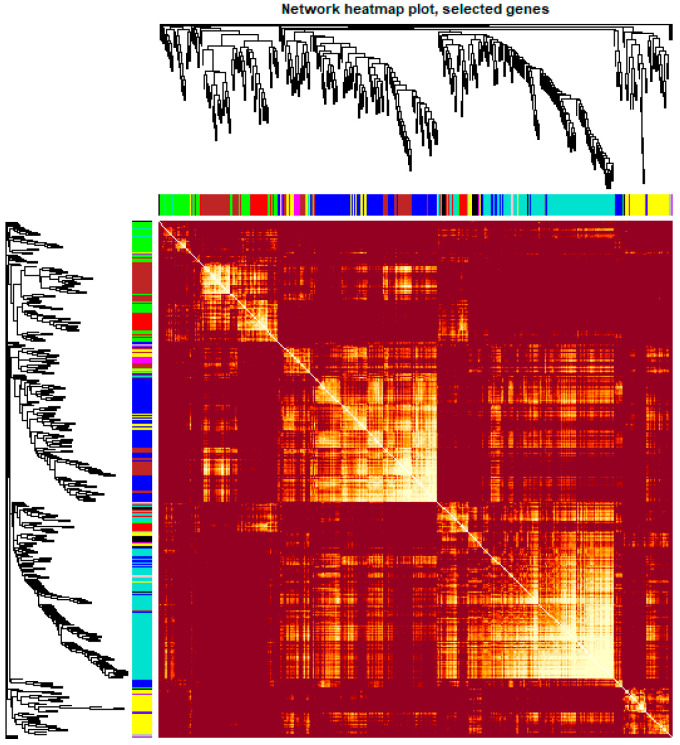
Heatmap plot of the gene network in channel catfish, *Ictalurus punctatus*. The heatmap shows the Topological Overlap Matrix (TOM) among all genes in the analysis. Light color represents high adjacency, and darker color represents low adjacency. The left and top sides indicate the gene dendrogram and module assignment.

**Figure 7:**
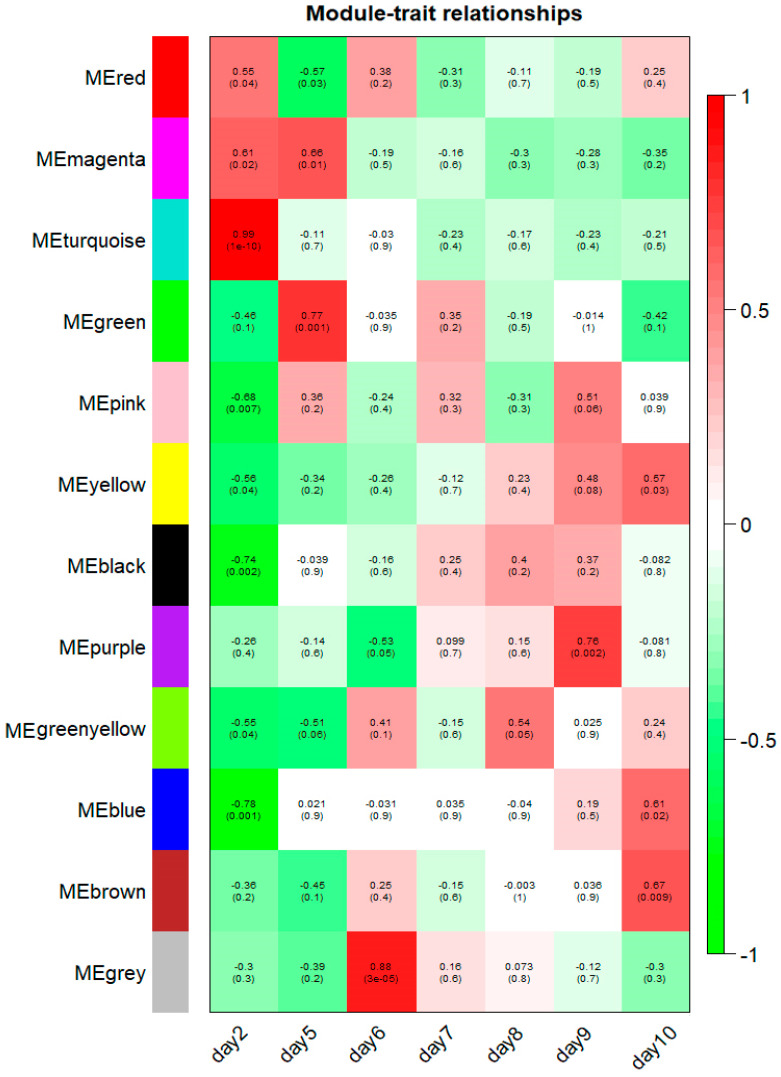
Module-stage relationships (MSRs) in channel catfish, *Ictalurus punctatus*. Each row corresponds to a module, and each column represents a specific development stage. The right color panel represent Pearson’s *r* correlation coefficient. The MSRs are colored based on the correlation coefficient between the module and the developmental stages. The Pearson’s *r* correlation coefficients and associated *p*-values are given in each cell. For better resolution of this figure, the readers are referred to the online version of this figure.

**Figure 8:**
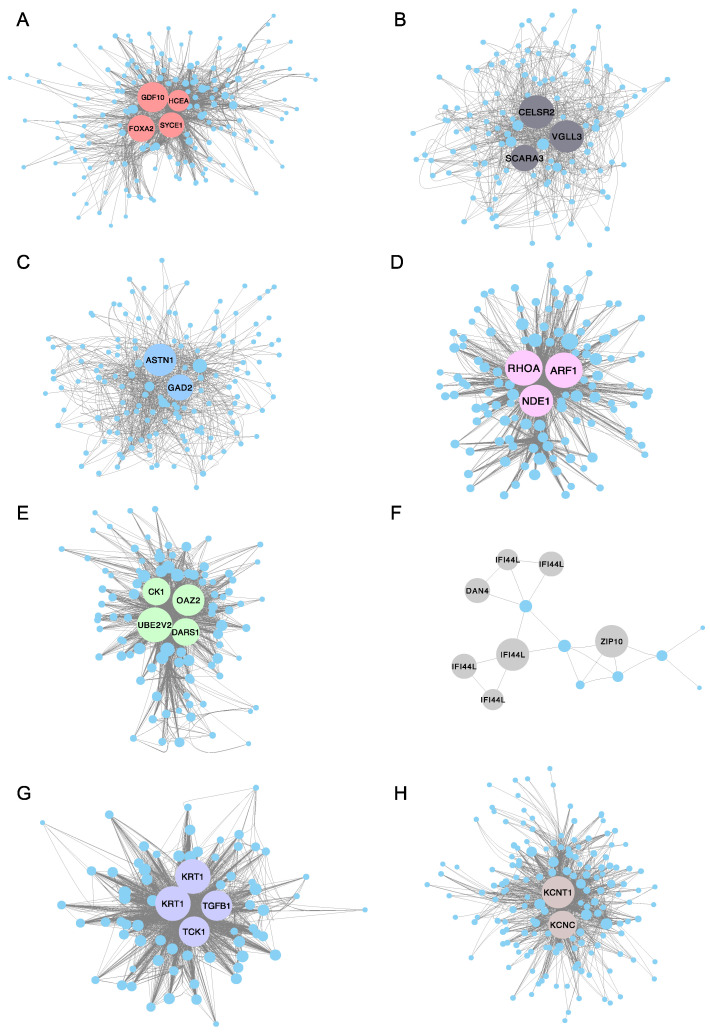
Protein–protein interaction (PPI) network for eight interested modules in channel catfish, *Ictalurus punctatus*, predicted by Cytoscape. The node degree of genes was represented using circumference of nodes. The genes with red, green, grey or purple color represent the hub genes in the (**A**) turquoise module, (**B**) black module, (**C**) blue module, (**D**) pink module, (**E**) green module, (**F**) grey module, (**G**) purple module and (**H**) brown module, separately.

**Table 1:** Significant co-expression modules in channel catfish development.

Module Color	Number of Genes	Correlation (*r*)	*p*-Value
Turquoise	2228	0.99	1 × 10^−10^
Black	255	−0.74	2 × 10^−3^
Blue	1916	−0.78	1 × 10^−3^
Pink	142	−0.68	7 × 10^−3^
Green	910	0.77	1 × 10^−3^
Grey	22	0.88	3 × 10^−5^
Purple	82	0.76	2 × 10^−3^
Brown	1173	0.67	9 × 10^−2^

**Table 2:** List of hub genes in channel catfish development co-expression modules.

Module	Gene ID	Gene Name	Description
Turquoise	108262421	*GDF10*	Growth/differentiation factor 10-like
Turquoise	108257557	*FOXA2*	Hepatocyte nuclear factor 3-beta-like
Turquoise	108259527	*HCEA*	High choriolytic enzyme 1-like
Turquoise	108268486	*SYCE3*	Synaptonemal complex central element protein 3
Black	108266139	*VGLL3*	Vestigial like family member 3
Black	108281038	*CELSR2*	Cadherin EGF (epidermal growth factor) LAG (laminin G) seven-pass G-type
Black	108258146	*SCARA3*	Receptor 2-likescavenger receptor class A member 3
Blue	108267173	*ASTN1*	Astrotactin 1
Blue	108272908	*GAD2*	Glutamate decarboxylase 2
Pink	108255676	*ARF1*	ADP-ribosylation factor 1-like
Pink	108277500	*NDE1*	Nude neurodevelopment protein 1
Pink	108254710	*RHOA*	Transforming protein rhoa-like
Green	108274016	*CK1*	Casein kinase I
Green	108266474	*DARS1*	Aspartyl-trna synthetase 1
Green	108264029	*UBE2V2*	Ubiquitin conjugating enzyme E2 variant 2
Green	108279393	*OAZ2*	Ornithine decarboxylase antizyme 2-like
Grey	108266103	*IFI44L*	Interferon-induced protein 44-like
Grey	108264165	*ZIP10*	Zinc transporter 10-like
Purple	108279384	*TGFB1*	Transforming growth factor beta-1-like
Purple	108262114	*TCK1*	Creatine kinase, testis isozyme-like
Brown	108256037	*KCNT1*	Potassium channel subfamily T member 1-like
Brown	108275314	*KCNC*	Potassium voltage-gated channel subfamily C member 1

## Supplementary Materials

The following supplementary materials can be found at https://www.mdpi.com/1422-0067/21/15/5535/s1: Table S1: Summary statistics of the transcriptome sequencing in channel catfish (*Ictalurus punctatus*) early development stages (CCN1-N2; channel catfish days post-fertilization (dpf) replicate number). Table S2: Normalized gene read counts in Channel catfish across 7 developmental stages. Table S3: Differentially expressed genes (DEGs) in Channel catfish across 7 developmental stages. Table S4: A list of genes in eight selected modules and Gene Ontology enrichment analysis. Table S5: A list of genes for Cytoscape analysis in each module. Figure S1: Overview of RNA-Seq mapping in channel catfish, *Ictalurus punctatus*, early development. N1dpf-N2: channel catfish days post-fertilization (dpf) replicate number. Figure S2: Analysis of network topology for different soft thresholding powers in channel catfish, *Ictalurus punctatus*. In the left diagram, y-axis is the scale-free fit index as a function of the soft-thresholding power (x-axis). The right diagram shows the mean connectivity (degree, y-axis) as a function of the soft-thresholding power (x-axis).

## Abbreviations

RNA-Seq	RNA-sequencing
WGCNA	Weighted gene co-expressed network analysis
FPKM	Fragments per kilobase of exon model per million reads mapped
WGS	Whole-genome sequencing
DEGs	Differentially expressed genes
PE	Paired-end
AA	Amino acid
log2FC	Log2-fold change
DPF	Days post fertilization
GO	Gene ontology
PPI	Protein–protein interaction network
HCS	HiSeq Control Software
SCS	Synaptonemal complexes
ZFIN	Zebrafish Information Network
MSRs	Module-stage relationships

## References

[1] Eschmeyer W.N., Fricke R., Fong J.D., Polack D.A. (2010). Marine fish diversity: History of knowledge and discovery (Pisces). Zootaxa.

[2] Tan Y., Chang S.K. (2018). Isolation and characterization of collagen extracted from channel catfish (*Ictalurus punctatus*) skin. Food Chem..

[3] Jiang H., Wang M., Fu L., Zhong L., Liu G., Zheng Y., Cheng X., Bian W. (2020). Liver transcriptome analysis and cortisol immune-response modulation in lipopolysaccharide-stimulated in channel catfish (*Ictalurus punctatus*). Fish Shellfish Immunol..

[4] Zeng Q., Liu S., Yao J., Zhang Y., Yuan Z., Jiang C., Chen A., Fu Q., Su B., Dunham R. (2016). Transcriptome display during testicular differentiation of channel catfish (*Ictalurus punctatus*) as revealed by RNA-Seq analysis. Biol. Reprod..

[5] Yang Y., Fu Q., Liu Y., Wang X., Dunham R., Liu S., Bao L., Zeng Q., Zhou T., Li N. (2018). Comparative transcriptome analysis reveals conserved branching morphogenesis related genes involved in chamber formation of catfish swimbladder. Physiol. Genom..

[6] Saksena V.P., Riggs C.D., Yamamoto K. (1961). Early development of the channel catfish. Progress. Fish-Cult..

[7] Wellner K. The Development of the Pronephros during the Embryonic and Early Larval Life of the Catfish (*Ictalurus punctatus*) (1932), by Rachel L. Carson. https://hpsrepository.asu.edu/handle/10776/7567.

[8] Carson R.L. (1932). The Development of the Pronephros During the Embryonic and Early Larval Life of the Catfish (*Ictalurus punctatus*). Master’s Thesis.

[9] Tucker C.S., Hargreaves J.A. (2004). Biology and Culture of Channel Catfish.

[10] Vesterlund L., Jiao H., Unneberg P., Hovatta O., Kere J. (2011). The zebrafish transcriptome during early development. BMC Dev. Biol..

[11] Sharov A.A., Piao Y., Matoba R., Dudekula D.B., Qian Y., VanBuren V., Falco G., Martin P.R., Stagg C.A., Bassy U.C. (2003). Transcriptome analysis of mouse stem cells and early embryos. PLoS Biol..

[12] Hartl D., Irmler M., Römer I., Mader M.T., Mao L., Zabel C., Angelis M.H., Beckers J., Klose J. (2008). Transcriptome and proteome analysis of early embryonic mouse brain development. Proteomics.

[13] Graveley B.R., Brooks A.N., Carlson J.W., Duff M.O., Landolin J.M., Yang L., Artieri G.G., Baren M.J., Boley N., Booth B.W. (2011). The developmental transcriptome of *Drosophila melanogaster*. Nature.

[14] Liu Z., Liu S., Yao J., Bao L., Zhang J., Li Y., Jiang C., Sun L., Wang R., Zhang Y. (2016). The channel catfish genome sequence provides insights into the evolution of scale formation in teleosts. Nat. Commun..

[15] Martin J.A., Wang Z. (2011). Next-generation transcriptome assembly. Nat. Rev. Genet..

[16] Wang Z., Gerstein M., Snyder M. (2009). RNA-Seq: A revolutionary tool for transcriptomics. Nat. Rev. Genet..

[17] Langfelder P., Horvath S. (2008). WGCNA: An R package for weighted correlation network analysis. BMC Bioinform..

[18] Deng S.P., Zhu L., Huang D.S. (2015). Mining the bladder cancer-associated genes by an integrated strategy for the construction and analysis of differential co-expression networks. BMC Genom..

[19] Miller J.A., Horvath S., Geschwind D.H. (2010). Divergence of human and mouse brain transcriptome highlights Alzheimer disease pathways. Proc. Natl. Acad. Sci. USA.

[20] Xue Z., Huang K., Cai C., Cai L., Jiang C.-Y., Feng Y., Liu Z., Zeng Q., Cheng L., Sun Y.E. (2013). Genetic programs in human and mouse early embryos revealed by single-cell RNA sequencing. Nature.

[21] Clarke C., Madden S.F., Doolan P., Aherne S.T., Joyce H., O’Driscoll L., Gallagher W.M., Hennessy B.T., Moriarty M., Crown J. (2013). Correlating transcriptional networks to breast cancer survival: A large-scale coexpression analysis. Carcinogenesis.

[22] Zhang B., Horvath S. (2005). A general framework for weighted gene co-expression network analysis. Stat. Appl. Genet. Mol. Biol..

[23] Esposti D.D., Almunia C., Guery M.A., Koenig N., Armengaud J., Chaumot A., Geffard O. (2019). Co-expression network analysis identifies gonad-and embryo-associated protein modules in the sentinel species Gammarus fossarum. Sci. Rep..

[24] Zhang J., Nie Q., Si C., Wang C., Chen Y., Sun W., Pan L., Guo J., Kong J., Cui Y. (2019). Weighted gene co-expression network analysis for RNA-sequencing data of the varicose veins transcriptome. Front. Physiol..

[25] Zhao W., Langfelder P., Fuller T., Dong J., Li A., Hovarth S. (2010). Weighted gene coexpression network analysis: State of the art. J. Biopharm. Stat..

[26] Kadarmideen H.N., Watson-Haigh N.S. (2012). Building gene co-expression networks using transcriptomics data for systems biology investigations: Comparison of methods using microarray data. Bioinformation.

[27] Makeeva A., Emel’yanova N. (1993). Early development of the channel catfish, Ictalurus punctatus. J. Lchthyol..

[28] Herpin A., Lelong C., Favrel P. (2004). Transforming growth factor-β-related proteins: An ancestral and widespread superfamily of cytokines in metazoans. Dev. Comp. Immunol..

[29] Safran M., Dalah I., Alexander J., Rosen N., Stein T.I., Shmoish M., Nativ N., Bahir I., Doniger T., Krug H. (2010). GeneCards Version 3: The human gene integrator. Database.

[30] Belinky F., Nativ N., Stelzer G., Zimmerman S., Stein T.I., Safran M., Lancet D. (2015). PathCards: Multi-source consolidation of human biological pathways. Database.

[31] Hino J., Matsuo H., Kangawa K. (1999). Bone morphogenetic protein-3b (BMP-3b) gene expression is correlated with differentiation in rat calvarial osteoblasts. Biochem. Biophys. Res. Commun..

[32] Matsumoto Y., Otsuka F., Hino J., Miyoshi T., Takano M., Miyazato M., Kangawa K. (2012). Bone morphogenetic protein-3b (BMP-3b) inhibits osteoblast differentiation via Smad2/3 pathway by counteracting Smad1/5/8 signaling. Mol. Cell. Endocrinol..

[33] Angioni M., Denotti A., Pinna S., Sanna C., Montisci F., Dessole G., Cauli A. (2019). Spa therapy induces clinical improvement and protein changes in patients with chronic back pain. Reumatismo.

[34] Lavon N., Yanuka O., Benvenisty N. (2006). The effect of overexpression of Pdx1 and Foxa2 on the differentiation of human embryonic stem cells into pancreatic cells. Stem Cells.

[35] Wederell E.D., Bilenky M., Cullum R., Thiessen N., Dagpinar M., Delaney A., Varhol R., Zhao Y., Zeng T., Bernier B. (2008). Global analysis of in vivo Foxa2-binding sites in mouse adult liver using massively parallel sequencing. Nucleic Acids Res..

[36] Jeong J.W., Kwak I., Lee K.Y., Kim T.H., Large M.J., Stewart C.L., Kaestner K.H., Lydon J.P., DeMayo F.J. (2010). Foxa2 is essential for mouse endometrial gland development and fertility. Biol. Reprod..

[37] Lee C.S., Sund N.J., Vatamaniuk M.Z., Matschinsky F.M., Stoffers D.A., Kaestner K.H. (2002). Foxa2 controls Pdx1 gene expression in pancreatic β-cells in vivo. Diabetes.

[38] Wan H., Dingle S., Xu Y., Besnard V., Kaestner K.H., Ang S.-L., Wert S., Stahiman M.T., Whitsett J.A. (2005). Compensatory roles of Foxa1 and Foxa2 during lung morphogenesis. J. Biol. Chem..

[39] Kawaguchi M., Yasumasu S., Hiroi J., Naruse K., Inoue M., Iuchi I. (2006). Evolution of teleostean hatching enzyme genes and their paralogous genes. Dev. Genes. Evol..

[40] Hishida R., Ishihara T., Kondo K., Katsura I. (1996). hch-1, a gene required for normal hatching and normal migration of a neuroblast in C. elegans, encodes a protein related to TOLLOID and BMP-1. EMBO J..

[41] Rawlings N.D., Barrett A.J. (1995). Evolutionary families of metallopeptidases. Meth. Enzymol..

[42] Schramm S., Fraune J., Naumann R., Hernandez-Hernandez A., Höög C., Cooke H.J., Alsheimer M., Benavente R. (2011). A novel mouse synaptonemal complex protein is essential for loading of central element proteins, recombination, and fertility. PLoS Genet..

[43] UniProt Consortium (2018). UniProt: A worldwide hub of protein knowledge. Nucleic Acids Res..

[44] Ruzicka L., Howe D.G., Ramachandran S., Toro S., Van Slyke C.E., Bradford Y.M., Eagle A., Fashena D., Frazer K., Kalita P. (2019). The Zebrafish Information Network: New support for non-coding genes, richer Gene Ontology annotations and the Alliance of Genome Resources. Nucleic Acids Res..

[45] Figeac N., Mohamed A.D., Sun C., Schönfelder M., Matallanas D., Garcia-Munoz A., Missiaglia E., Collie-Duguid E., Mello V.D., Pobbati A.V. (2019). Vgll3 operates via Tead1, Tead3 and Tead4 to influence myogenesis in skeletal muscle. J. Cell Biol..

[46] Kjærner-Semb E., Ayllon F., Kleppe L., Sørhus E., Skaftnesmo K., Furmanek T., Segafredo F.T., Thorsen A., Fjelldal P.G., Hansen T. (2018). Vgll3 and the Hippo pathway are regulated in Sertoli cells upon entry and during puberty in Atlantic salmon testis. Sci. Rep..

[47] Shima Y., Copeland N.G., Gilbert D.J., Jenkins N.A., Chisaka O., Takeichi M., Uemura T. (2002). Differential expression of the seven-pass transmembrane cadherin genes Celsr1-3 and distribution of the Celsr2 protein during mouse development. Dev. Dyn..

[48] Wada H., Tanaka H., Nakayama S., Iwasaki M., Okamoto H. (2006). Frizzled3a and Celsr2 function in the neuroepithelium to regulate migration of facial motor neurons in the developing zebrafish hindbrain. Development.

[49] Poynter S., Monjo A., DeWitte-Orr S. (2018). Identification of three class A scavenger receptors from rainbow trout (*Oncorhynchus mykiss*): SCARA3, SCARA4, and SCARA5. Fish Shellfish Immunol..

[50] Wilson P.M., Fryer R.H., Fang Y., Hatten M.E. (2010). Astn2, a novel member of the astrotactin gene family, regulates the trafficking of ASTN1 during glial-guided neuronal migration. J. Neurosci..

[51] Ni T., Harlos K., Gilbert R. (2016). Structure of astrotactin-2: A conserved vertebrate-specific and perforin-like membrane protein involved in neuronal development. Open Biol..

[52] Sassa T., Aizawa H., Okamoto H. (2007). Visualization of two distinct classes of neurons by *gad2* and *zic1* promoter/enhancer elements in the dorsal hindbrain of developing zebrafish reveals neuronal connectivity related to the auditory and lateral line systems. Dev. Dyn..

[53] Kumari S., Mayor S. (2008). ARF1 is directly involved in dynamin-independent endocytosis. Nat. Cell Biol..

[54] Feng Y., Walsh C.A. (2004). Mitotic spindle regulation by *Nde1* controls cerebral cortical size. Neuron.

[55] Alkuraya F.S., Cai X., Emery C., Mochida G.H., Al-Dosari M.S., Felie J.M., Hill R.S., Barry B.J., Partlow J.N., Gascon G.G. (2011). Human mutations in NDE1 cause extreme microcephaly with lissencephaly. Am. J. Hum. Genet..

[56] Pertz O., Hodgson L., Klemke R.L., Hahn K.M. (2006). Spatiotemporal dynamics of RhoA activity in migrating cells. Nature.

[57] Eide E.J., Virshup D.M. (2001). Casein kinase I: Another cog in the circadian clockworks. Chronobiol. Int..

[58] Schittek B., Sinnberg T. (2014). Biological functions of casein kinase 1 isoforms and putative roles in tumorigenesis. Mol. Cancer.

[59] Pongracz J.E., Stockley R.A. (2006). Wnt signalling in lung development and diseases. Respir. Res..

[60] Patapoutian A., Reichardt L.F. (2000). Roles of Wnt proteins in neural development and maintenance. Curr. Opin. Neurol..

[61] Klaus A., Birchmeier W. (2008). Wnt signalling and its impact on development and cancer. Nat. Rev. Cancer.

[62] Kim K.R., Park S.H., Kim H.S., Rhee K.H., Kim B.G., Kim D.G., Part M.S., Kim H.J., Kim S., Han B.W. (2013). Crystal structure of human cytosolic aspartyl-tRNA synthetase, a component of multi-tRNA synthetase complex. Proteins.

[63] Fröhlich D., Suchowerska A.K., Spencer Z.H., Jonquieres G.V., Klugmann C.B., Bongers A., Delerue F., Stefen H., Lttner L.M., Fath T. (2017). In vivo characterization of the aspartyl-tRNA synthetase DARS: Homing in on the leukodystrophy HBSL. Neurobiol. Dis..

[64] Diodato D., Ghezzi D., Tiranti V. (2014). The mitochondrial aminoacyl tRNA synthetases: Genes and syndromes. Int. J. Cell Biol..

[65] Taft R.J., Vanderver A., Leventer R.J., Damiani S.A., Simons C., Grimmond S.M., Miller D., Schmidt J., Lockhart P.J., Pope K. (2013). Mutations in DARS cause hypomyelination with brain stem and spinal cord involvement and leg spasticity. Am. J. Hum. Genet..

[66] Kikuchi J., Furukawa Y., Kubo N., Tokura A., Hayashi N., Nakamura M., Matsuda M., Sakurabayashi I. (2000). Induction of ubiquitin-conjugating enzyme by aggregated low density lipoprotein in human macrophages and its implications for atherosclerosis. Arterioscler. Thromb. Vasc. Biol..

[67] David Y., Ziv T., Admon A., Navon A. (2010). The E2 ubiquitin-conjugating enzymes direct polyubiquitination to preferred lysines. J. Biol. Chem..

[68] Kanerva K., Mäkitie L.T., Pelander A., Heiskala M., Andersson L.C. (2008). Human ornithine decarboxylase paralogue (ODCp) is an antizyme inhibitor but not an arginine decarboxylase. Biochem. Eng. J..

[69] Hallen L., Burki Y., Ebeling M., Broger C., Siegrist F., Oroszlan-Szovik K., Bohrmann B., Certa U., Foser S. (2007). Antiproliferative activity of the human IFN-α-inducible protein IFI44. J. Interferon Cytokine Res..

[70] Haralambieva I.H., Ovsyannikova I.G., Kennedy R.B., Larrabee B.R., Zimmermann M.T., Grill D.E., Schaid D.J., Poland G.A. (2017). Genome-wide associations of CD46 and IFI44L genetic variants with neutralizing antibody response to measles vaccine. Hum. Genet..

[71] Kong J., Li L., Zhimin L., Yan J., Ji D., Chen Y., Wu Y., Xu C., Shao H., Wang J. (2009). Potential protein biomarkers for systemic lupus erythematosus determined by bioinformatics analysis. Comput. Biol. Chem..

[72] Levy M., Elkoshi N., Barber-Zucker S., Hoch E., Zarivach R., Hershfinkel M., Sekler I. (2019). Zinc transporter 10 (ZnT10)-dependent extrusion of cellular Mn^2+^ is driven by an active Ca^2+^-coupled exchange. J. Biol. Chem..

[73] Hull M.L., Johan M.Z., Hodge W.L., Robertson S.A., Ingman W.V. (2012). Host-derived TGFB1 deficiency suppresses lesion development in a mouse model of endometriosis. Am. J. Pathol..

[74] Ingman W.V., Robertson S.A. (2009). The essential roles of TGFB1 in reproduction. Cytokine Growth Factor Rev..

[75] Manos P., Bryan G.K., Edmond J. (1991). Creatine kinase activity in postnatal rat brain development and in cultured neurons, astrocytes, and oligodendrocytes. J. Neurochem..

[76] Ventura-Clapier R., Mekhfi H., Vassort G. (1987). Role of creatine kinase in force development in chemically skinned rat cardiac muscle. J. Gen. Physiol..

[77] Chauvigné F., Zapater C., Cerdà J. (2011). Role of aquaporins during teleost gametogenesis and early embryogenesis. Front. Physiol..

[78] Sumanas S., Jorniak T., Lin S. (2005). Identification of novel vascular endothelial–specific genes by the microarray analysis of the zebrafish cloche mutants. Blood.

[79] Cannon J., Place E., Eve A., Bradshaw C., Sesay A., Morrell N., Smith J. (2013). Global analysis of the haematopoietic and endothelial transcriptome during zebrafish development. Mech. Dev..

[80] Sedykh I., Yoon B., Roberson L., Moskvin O., Dewey C.N., Grinblat Y. (2017). Zebrafish zic2 controls formation of periocular neural crest and choroid fissure morphogenesis. Dev. Biol..

[81] Frank C.L., Liu F., Wijayatunge R., Song L., Biegler M.T., Yang M.G., Vockley C.M., Safi A., Gersbach C.A., Crawford G.E. (2015). Regulation of chromatin accessibility and Zic binding at enhancers in the developing cerebellum. Nat. Neurosci..

[82] Hillegass J.M. (2008). The role of matrix metalloproteinases in zebrafish (Danio rerio) embryogenesis and their regulation by glucocorticoids. Master’s Thesis.

[83] Pociute K., Schumacher J.A., Sumanas S. (2019). *Clec14a* genetically interacts with *Etv2* and *Vegf* signaling during vasculogenesis and angiogenesis in zebrafish. BMC Dev. Biol..

[84] Barcia G., Fleming M.R., Deligniere A., Gazula V.R., Brown M.R., Langouet M., Chen H., Kronengold J., Abhyankar A., Cilio R. (2012). *De novo* gain-of-function KCNT1 channel mutations cause malignant migrating partial seizures of infancy. Nat. Genet..

[85] Oliver K.L., Franceschetti S., Milligan C.J., Muona M., Mandelstam S.A., Canafoglia L., Boguszewska-Chachulska A.M., Korczyn A.D., Bisulli F., Di Bonaventura C. (2017). Myoclonus epilepsy and ataxia due to KCNC1 mutation: Analysis of 20 cases and K^+^ channel properties. Ann. Neurol..

[86] Smitherman R.O., Dunham R.A., Tave D. (1983). Review of catfish breeding research 1969–1981 at Auburn University. Aquaculture.

[87] Backenstose N.A. (2018). Histological Evaluation of the Development of Respiratory Structures in Channel Catfish (*Ictalurus punctatus*) and Tra (*Pangasianodon hypophthalmus*). Master’s Thesis.

[88] Caporaso J.G., Lauber C.L., Walters W.A., Berg-Lyons D., Huntley J., Fierer N., Owens S.M., Betley J., Fraser L., Bauer M. (2012). Ultra-high-throughput microbial community analysis on the Illumina HiSeq and MiSeq platforms. ISME J..

[89] Wingett S.W., Andrews S. (2018). FastQ Screen: A tool for multi-genome mapping and quality control. F1000Research.

[90] Bolger A.M., Lohse M., Usadel B. (2014). Trimmomatic: A flexible trimmer for Illumina sequence data. Bioinformatics.

[91] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[92] Anders S., Pyl P.T., Huber W. (2015). HTSeq—A Python framework to work with high-throughput sequencing data. Bioinformatics.

[93] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[94] Yu G., Wang L.G., Han Y., He Q.Y. (2012). clusterProfiler: An R package for comparing biological themes among gene clusters. OMICS.

[95] Smoot M.E., Ono K., Ruscheinski J., Wang P.L., Ideker T. (2010). Cytoscape 2.8: New features for data integration and network visualization. Bioinformatics.

How the deposited data were processed for this re-analysis (not part of the article)

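RNA was sequenced from channel catfish at 2, 5, 6, 7, 8, 9 and 10 dpf, with 2 replicate pools of fish per stage. The authors depleted ribosomal RNA, sequenced 14 libraries, trimmed the reads with Trimmomatic, mapped them with STAR and counted reads on the exons of each gene with HTSeq-count. The deposited values are the authors' raw counts per gene and library, without normalization or a filter on low counts. The paper cites a publication for the channel catfish reference genome used in mapping. Its text does not name the build, the annotation or the strand setting of the counting. Genes that overlap on opposite strands and paralogs that share reads are therefore uncertain. Symbols were taken from the RefSeq annotation of the Coco_2.0 assembly by gene identifier. The spans of genes in this annotation, which include introns, were used in a check of length, and exon lengths were not.

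Lines that shared a gene identifier (7 lines of 3 identifiers) were summed, which left 23231 genes. Total counts per library lay between 4349807 and 16097718, and the smallest CPM that a library can show was taken as 3 counts of its total. This covers counting error only, because reads without molecular identifiers are not independent molecules. Depth limits the number of expressed genes, so this number was also computed with each library drawn down to 4349807 counts. A gene was counted as expressed at a stage with at least 3 counts in both replicates.

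Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the low-count filter of edgeR with stages as groups, and the quasi-likelihood test. All 14 libraries were fitted together with a mean per stage, and contrasts were taken between stages and between a stage and the mean of the other 6 stages on the log2 scale. Adjusted p-values are Benjamini-Hochberg values over 20329 genes tested. The standard errors given with edgeR values are approximate, the size of the log2 fold change divided by the square root of the F statistic. A DEG had an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The fish of a stage were split at random into its pools, and pools of different stages were different fish, so replicates were not paired. Replicate numbers come from the sample labels, and a model with the replicate number as a block was run as an alternative. Whether same-numbered libraries moved together was checked by the correlation, across genes, of their deviations from the stage means. Leaving out a library leaves its stage with a single library, so only the direction and size of the fold change were compared there.

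The alternatives were DESeq2 1.42.0 on all libraries or on the 4 libraries of a comparison, edgeR on these 4 libraries, RLE normalization, no low-count filter, a minimum of 10 counts in every library, a test against a log2 fold change of 1 (glmTreat), and a threshold on the unadjusted p. Both tests were tested on simulated data, in which 200 genes with ample mean counts were changed, and edgeR recovered 99.5% of them with 6 false calls and DESeq2 99.5% with 13. The simulated spread of a gene was the same at all stages, unlike that of the real replicates.

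Module genes, hub genes and GO categories are those of the paper and its supplementary tables. Network construction and enrichment were not repeated, because the annotation behind them was not used here and several lists are shortened. A module was summarized by the first principal component of the scaled CPM of its genes. Its correlation with a stage was tested with a 2-sided exact permutation test over 91 placements, with Benjamini-Hochberg adjustment over 8 modules. The genes named are the hub genes, the other node genes the text names, and the 2 DEGs that rose most and the 2 that fell most in each neighboring comparison, with a mean of at least 10 CPM at the higher stage and no overlap between stages. One hub gene is part of the numbers of hub genes and is not reported here by name.

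Libraries of 5, 7 and 9 dpf were compared with those of 6, 8 and 10 dpf with edgeR's quasi-likelihood test and the day as a linear covariate, over 19998 genes. Pools of the same stage entered as separate units, although the groups differ only between stages, so the p-values of this comparison can be too small. Random gene lists matched on mean expression (10000 lists) were drawn with a fixed seed. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9. FPKM thresholds could be applied to the 1914 genes of Supplementary Table S2 whose lengths were derived, and not to the other genes.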

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

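The comparison with other splits of the stages and the check of the gene span were chosen only after the result was seen, and the limits for the correlation between the sets of reads (0.8) and for the side of 2 dpf (75% and 55%) were also set after their values were seen.

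A difference was found in a comparison the paper does not make. Between the libraries of 5, 7 and 9 dpf, which have the lower mapping rates of Supplementary Table S1, and those of 6, 8 and 10 dpf, 1533 of 19998 genes differed at an adjusted p under 0.05 in edgeR's quasi-likelihood test with the day as a covariate. Of these, 793 were higher and 740 lower at 5, 7 and 9 dpf. There are 10 ways to split the 6 stages into groups of 3, and 1 of them, the split by mapping rate, gave this many genes. The other 9 splits gave 0 to 30 genes, with 367 to 3023 genes at an unadjusted p under 0.05 against 4907 in the split by mapping rate. In the 6 splits with 0 genes, this number was 367 to 2908. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this count.

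The libraries of 5, 7 and 9 dpf are also the smaller ones, but depth does not account for the difference. With every library drawn down to the same total, 1286 genes differed, of which 1127 were shared with the full counts. The share of counts taken by the 10 highest genes overlapped, at 8.26% to 12.8% at 5, 7 and 9 dpf and 9.41% to 13.8% at 6, 8 and 10 dpf. The set of reads behind the deposited counts was checked on a small part of the genes. Fold changes from the reads behind Supplementary Table S2 and from the deposited counts had a correlation of 0.960 across 1798 genes, which are not independent replicates. Over these genes, 141 were called with the former and 126 with the latter, 107 of them with both. The check covers 1798 of 19998 genes, and 5 of the 12 libraries hold the same reads in both sets, which raises the correlation, so for the other genes the difference cannot be told apart from the set of reads.

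Of the explanations left, a sequencing or library batch that follows the mapping rate could not be tested directly, since the paper and the labels give no batch. If 2 dpf, with its higher mapping rate, shared such a batch with 6, 8 and 10 dpf, it would lie nearer to these stages, and it did so for 62.2% of the genes, between the limits set, so the difference cannot be told apart from a batch. In the 6 libraries of 5, 7 and 9 dpf, and in replicate 1 of 8 dpf, the deposited counts differ from the reads behind Supplementary Table S2. For those 6 libraries, 100 mapped pairs gave 52.2 to 57.5 counts with the totals behind that table and 33.3 to 40.9 with the deposited ones. Their mapping rates may therefore describe reads other than the deposited, and the set of reads nearly follows the split. The 90 ribosomal protein genes were lower at 5, 7 and 9 dpf, with a median log2 fold change of -0.18 with TMM and -0.19 with RLE normalization. Their median was below those of all 10000 random lists matched on mean expression (percentile 0). A shift of these genes may therefore be part of the difference, though it covers few of its genes. The fold change had a Spearman's rho of -0.311 with gene length across 1804 genes. Exon lengths were derived for 9.02% of the genes tested, under the 80% needed, so the check holds for no more than these genes. With the span of the gene in RefSeq, introns included, rho was -0.263 across 19317 genes, between the limits of 0.1 and 0.3, so the difference cannot be told apart from a bias with length or span. GC content, paralogs and reads from other organisms were not tested. No condition of the design alternates from day to day, so no biological explanation was tested.

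The difference touches results given above. The hub genes CK1, UBE2V2 and OAZ2 of the green module ranked between 11 and 79 among the genes tested for it, and each neighboring comparison of stages sets one group against the other.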

How the results depend on the processing

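The main tests, the rule for the genes named and the alternatives below were chosen before the data were examined, except 3 alternatives chosen after seeing the data, namely counts drawn down to the smallest library for the DEGs and the genes named, the replicate block with the numbers crossed, and DESeq2 on 4 libraries with an unadjusted p. A count is taken as changed here when it differs by more than 1.5 times.

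DESeq2 on all 14 libraries, RLE normalization and no low-count filter left the number of DEGs of each of the 11 comparisons, their union and the shares in the first comparisons within this range. The shares of DEGs in the first 2 comparisons and the numbers of expressed genes stayed within it under each alternative run for them.

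A minimum of 10 counts in every library gave 4300 between 5 and 2 dpf, 3945 between 6 and 2 dpf, 551 between 7 and 5 dpf, 246 between 8 and 6 dpf, 154 between 9 and 7 dpf and 721 between 10 and 8 dpf, and 5255 DEGs over the neighboring comparisons. The test against a log2 fold change of 1 gave 3858 between 5 and 2 dpf, 166 between 6 and 5 dpf, 2 between 7 and 6 dpf, 6 between 8 and 7 dpf, 0 between 9 and 8 dpf, 0 between 10 and 9 dpf, 4182 between 6 and 2 dpf, 101 between 7 and 5 dpf, 80 between 8 and 6 dpf, 49 between 9 and 7 dpf and 6 between 10 and 8 dpf, and 3922 over the neighboring comparisons. Where it gave 0, the numbers at an unadjusted p under 0.05 were 178 between 9 and 8 dpf and 242 between 10 and 9 dpf. DESeq2 on 4 libraries gave 836 between 7 and 6 dpf, 12 between 10 and 9 dpf, 893 between 8 and 6 dpf and 128 between 10 and 8 dpf. EdgeR on 4 libraries gave 1160 between 7 and 6 dpf, 834 between 8 and 7 dpf, 47 between 9 and 8 dpf, 0 between 10 and 9 dpf, 1642 between 7 and 5 dpf, 1273 between 8 and 6 dpf and 0 between 10 and 8 dpf, and the numbers at an unadjusted p under 0.05 were 636 between 10 and 9 dpf and 1578 between 10 and 8 dpf. The threshold on the unadjusted p gave 1211 between 7 and 6 dpf, 952 between 8 and 7 dpf, 604 between 9 and 8 dpf, 923 between 10 and 9 dpf, 1768 between 7 and 5 dpf, 1325 between 8 and 6 dpf, 962 between 9 and 7 dpf and 1752 between 10 and 8 dpf. DESeq2 on 4 libraries with an unadjusted p gave 1073 between 7 and 6 dpf and 843 between 8 and 7 dpf. It gave 486 between 9 and 8 dpf and 613 between 10 and 9 dpf. It also gave 1479 between 7 and 5 dpf, 1255 between 8 and 6 dpf and 757 between 9 and 7 dpf. With counts drawn down, 94 DEGs were found between 9 and 8 dpf, and the other 10 comparisons stayed within the range. The cause of these changes was not tested.

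The replicate block gave 685 DEGs between 10 and 8 dpf. In the comparisons whose same-numbered libraries moved together little, it gave 6708 between 5 and 2 dpf, 1912 between 6 and 5 dpf, 421 between 7 and 6 dpf, 369 between 8 and 7 dpf, 6713 between 6 and 2 dpf, 817 between 7 and 5 dpf, 483 between 8 and 6 dpf and 282 between 9 and 7 dpf, with correlations of 0.0276, 0.00117, 0.0174, -0.00195, -0.0171, 0.00316, 0.0437 and -0.0107 in the same order.

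With each library left out in turn, 170 to 254 of the DEGs between 10 and 9 dpf and 401 to 1121 of those between 10 and 8 dpf kept their direction and a log2 fold change of at least 1, with the lowest numbers without replicate 2 of 10 dpf. These numbers were 1848 to 1889 between 6 and 5 dpf, 482 to 506 between 7 and 6 dpf, 381 to 424 between 8 and 7 dpf, 124 to 138 between 9 and 8 dpf, 6383 to 6498 between 6 and 2 dpf, 865 to 877 between 7 and 5 dpf, 553 to 576 between 8 and 6 dpf and 308 to 326 between 9 and 7 dpf. The correlation of a module with its stage was -0.641 to -0.633 for the black, -0.677 to -0.663 for the blue, -0.594 to -0.568 for the pink and 0.655 to 0.656 for the green module.

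The correlation of the brown module with 10 dpf was 0.456 by Spearman's rho (exact permutation p = 0.132), over the threshold. The other 7 modules stayed past the threshold of the exact permutation test with log2(CPM + 1) and the TMM effective library size. They also did so with the mean of the scaled genes and Spearman's rho. With 2 libraries at a stage, this test and Spearman's rho cannot show how far a correlation moved. With log2(CPM + 1), the correlation was 0.636 for the purple module, against 0.738, and -0.932 for the blue module, against -0.777. Against the next highest or next lowest stage, 8 hub genes changed as the module, in place of 17, and DESeq2 on all 14 libraries gave 16. Without the day as a covariate, 945 genes differed between the mapping-rate groups, 941 of them shared with the 1533. The cause was not tested.

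For the genes named, 441 of 492 values under the alternatives chosen in advance stayed on the same side of the threshold or within the error, 9 no longer passed the threshold, 40 moved by more than the error and 2 reversed. The reversed values belong to nd4l and nd6 at 6 dpf, whose log2 fold changes were -0.59 and -0.073 without replicate 1 of that stage and 2.24 and 1.47 without replicate 2, and the cause was not tested. Under the alternatives chosen later, 59 of 61 values stayed and 2 no longer passed. A minimum of 1 FPKM for expressed genes was not run, because exon lengths were derived for few genes. Depth limits the genes with few counts, and TCK1, Tatdn2 and DAN4 could not be tested for this reason.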

Differences from the paper's values

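One alternative below, DESeq2 on 4 libraries with an unadjusted p, was chosen only after the values were seen.

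Between 7 and 6 dpf, the number of DEGs was 531 (247 upregulated and 284 downregulated), against the paper's 1146 (710 upregulated and 436 downregulated). Of the alternatives set before the data were examined, DESeq2 on the 4 libraries gave a total of 836 with 370 downregulated, edgeR on the 4 libraries gave 1160 (696 upregulated and 464 downregulated) and the unadjusted p gave 1211 (701 upregulated and 510 downregulated), each within 1.5 times the paper's number. The upregulated DEGs with DESeq2 on the 4 libraries (466) and all numbers with DESeq2 on all 14 libraries, RLE normalization, no low-count filter, a minimum of 10 counts, the replicate block and the test against a log2 fold change of 1 were not.

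Between 8 and 7 dpf, the number of DEGs was 455 (233 upregulated and 222 downregulated), against the paper's 875 (504 upregulated and 371 downregulated). DESeq2 on the 4 libraries gave a total of 587 with 259 downregulated, edgeR on the 4 libraries gave 834 (469 upregulated and 365 downregulated) and the unadjusted p gave 952 (550 upregulated and 402 downregulated), within 1.5 times the paper's numbers. The upregulated DEGs with DESeq2 on the 4 libraries (328) and the other alternatives set before the data were examined were not.

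Between 9 and 8 dpf, the number of DEGs was 150 (119 upregulated and 31 downregulated), against the paper's 486 (371 upregulated and 115 downregulated). Between 10 and 9 dpf, the number of DEGs was 262 (67 upregulated and 195 downregulated), against the paper's 690 (355 upregulated and 335 downregulated). In both comparisons, the unadjusted p was the one alternative set before the data were examined that came within 1.5 times the paper's numbers, with 604 (438 upregulated and 166 downregulated) between 9 and 8 dpf and 923 (457 upregulated and 466 downregulated) between 10 and 9 dpf.

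With DESeq2 on the 4 libraries and an unadjusted p, which was chosen after seeing the values, the numbers were 1073 (645 upregulated and 428 downregulated) between 7 and 6 dpf, 843 (470 upregulated and 373 downregulated) between 8 and 7 dpf, 486 (367 upregulated and 119 downregulated) between 9 and 8 dpf and 613 (313 upregulated and 300 downregulated) between 10 and 9 dpf, all within 1.5 times the paper's.

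The paper's text gives the number of DEGs between 10 and 9 dpf as the lowest, and also says that it rose slightly at 10 dpf compared to 9 dpf. As in that second statement and in Supplementary Table S3, the counts here have fewer DEGs between 9 and 8 dpf than between 10 and 9 dpf, with 150 here against 262. DESeq2 or edgeR on the 4 libraries gave the fewest between 10 and 9 dpf, with 12 and 0 DEGs, where 636 genes had an unadjusted p under 0.05 with edgeR. The test against a log2 fold change of 1 gave 0 in both comparisons, with 178 and 242 genes at an unadjusted p under 0.05.

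The paper's text and its Figure 2A give 9 dpf as the stage with the most expressed genes. Here it was 10 dpf, with 20934 genes, also with a minimum of 0.5 CPM (20387) and with counts drawn down (20007), and 8 dpf with a minimum of 1 count (21865) or 10 counts (19369). The measures differ, since the paper's number is a mean of the replicates with a threshold of 0.1 FPKM and here both replicates had to pass. The margins were small, with 20931 genes at 8 dpf, and with 19994 at 9 dpf in the single draw. The order of the later stages is therefore not settled.

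The paper describes the turquoise genes as expressed exclusively at 2 dpf, while 27 of 1997 genes reached 3 counts at no other stage. The black and pink modules are given as negatively correlated with 2 dpf, while CELSR2, ARF1, NDE1 and RHOA of these modules were higher at 2 dpf, with log2 fold changes of 1.88, 0.85, 1.41 and 1.07. The correlation is that of the module as a whole and does not set the direction of each gene. Genes with their highest mean at 2 dpf made up 4.72% of the black and 12.7% of the pink module, so these 4 genes do not contradict it. The grey module is given as highly expressed at 6 dpf, while SLC12A8 and Agxt were lower there, with log2 fold changes of -1.22 and -1.34. The purple module is given as turned on at 9 dpf, while its hub gene TCK1 had its highest mean at 2 dpf, on at most 10 counts.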

Other observations

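All tests here were chosen only after the result was seen, except those of depth and muscle for the libraries of 10 dpf. The limits for a variance ratio near 1 (within 0.25) or far from it (over 1.5) and for numbers close to the paper's (within 10%) were also set after their values were seen.

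The libraries of 10 dpf differed more than any other pair of replicates, with 2794 genes at least 2-fold apart against 1257 at 9 dpf. Depth does not account for this, since their correlation across genes was 0.927 with counts drawn down, below the 0.963 of 9 dpf and the other stages. An exchange of labels between a library of 9 dpf and one of 10 dpf was tested by pairing these 4 libraries in the 2 other ways. The better way gave correlations of 0.944 and 0.963, below the 0.983 that was the lowest from 2 to 8 dpf, but its lower correlation exceeded the lower one of the labeled pairs (0.931 at 10 dpf and 0.962 at 9 dpf) by 0.0130. Replicate 1 of 9 dpf and replicate 1 of 10 dpf had a correlation of 0.970, above both labeled pairs, but the other pair of that way, replicate 2 with replicate 2, had 0.878, below both. No way of pairing reached the level of the other stages, so an exchange by itself leaves part of the difference, while an exchange beside another difference cannot be excluded.

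A different share of tissues in the pools may contribute. The log2 ratio of replicate 2 to replicate 1 of 10 dpf had a median of 0.64 over 20 neuron genes, above all random lists matched on mean expression, and of -1.62 over 15 cartilage genes, below all of them. Over 6 genes of the exocrine pancreas it was -4.15, but most of these genes had been seen in the data before the list was made, so this is no test of digestive tissue. Over the muscle genes it was -0.065 with TMM and 0.086 with total counts, and 70.8% of the list could be used, under the 80% needed. Scaling by total counts moved the median of all genes from -0.02 to 0.13 and turned no direction of the neuron, cartilage or pancreas lists. The ratio also rose with gene length across 1822 genes of Supplementary Table S2 (Spearman's rho 0.469). These are too small a part of the genes to judge a bias with exon length for the rest. The ratio also rose with the span of the gene in RefSeq, introns included, across 19608 genes (rho 0.418), where span and derived length had a rho of 0.645. Tissue shares therefore cannot be told apart from a bias with length or span. The design gives no condition that separates the pools of a stage, so no other biological explanation was tested.

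At 9 dpf, the same ratio ran the other way, with medians of 1.43 for cartilage, 2.70 for exocrine pancreas and -0.20 for neuron genes. The neuron median lay at percentile 3.31 of the random lists, inside the range expected of them, and the cartilage median above all of them. These directions held with RLE normalization and with total counts.

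In 7 libraries, the values of Supplementary Table S2 do not come from the deposited counts. The variance of the log ratio of the reads behind the table to the deposited counts was 0.910 to 1.19 times that of independent draws, with a median of 1.03. Against a random part of the same reads, the ratio was 1.89 to 5.20 in the 6 libraries where it could be computed, with a median of 2.70. The table and the deposited counts of these libraries may therefore hold different reads of the same libraries, and in these 6 libraries a random part of one set is not what the values show. The latter was not computed for replicate 1 of 8 dpf. No biological explanation was tested.

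The paper's numbers of DEGs from 7 to 10 dpf exceed those at an adjusted p with edgeR or DESeq2 on all 14 libraries and with DESeq2 on 4 libraries. EdgeR on 4 libraries gave 1160 between 7 and 6 dpf and 834 between 8 and 7 dpf, against the paper's 1146 and 875, and 47 and 0 in the 2 later comparisons, where 614 and 636 genes had an unadjusted p under 0.05. With DESeq2 on 4 libraries, 3 of these 4 comparisons came within 10% of the paper's number at an unadjusted p and 0 at an adjusted p. The gene lists of Supplementary Table S3 carry a p-value column without an adjusted one, with a largest value of 0.0496 between 5 and 2 dpf and 0.0494 between 6 and 5 dpf. Among the genes of Supplementary Table S2, the reads behind that table gave 574 and 207 DEGs in these 2 comparisons at an unadjusted p and 551 and 189 at an adjusted p, and the paper lists 562 and 207. Across these 562 and 207 genes, which are not independent replicates, the paper's log2 fold changes had a correlation of 1 with those from the reads behind Supplementary Table S2 in both comparisons, with an SD of the difference of 0.00103 and 8.49e-04. With those from the deposited counts, the correlations were 0.991 and 0.946 and the SDs 0.320 and 0.528. The paper's DEGs in these 2 comparisons therefore come from the reads behind the table. The 4 later comparisons were run here on the deposited counts, and each includes a library whose deposited counts differ from those reads. The use of an unadjusted p is a candidate explanation for part of the numbers, and it cannot be told apart from the difference in reads or, between 7 and 6 dpf and between 8 and 7 dpf, from the use of another test. No biological explanation applies to this pattern.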
